# Brown adipose tissue monocytes support tissue expansion

**DOI:** 10.1038/s41467-021-25616-1

**Published:** 2021-09-06

**Authors:** Alexandre Gallerand, Marion I. Stunault, Johanna Merlin, Hannah P. Luehmann, Deborah H. Sultan, Maria M. Firulyova, Virginie Magnone, Narges Khedher, Antoine Jalil, Bastien Dolfi, Alexia Castiglione, Adelie Dumont, Marion Ayrault, Nathalie Vaillant, Jérôme Gilleron, Pascal Barbry, David Dombrowicz, Matthias Mack, David Masson, Thomas Bertero, Burkhard Becher, Jesse W. Williams, Konstantin Zaitsev, Yongjian Liu, Rodolphe R. Guinamard, Laurent Yvan-Charvet, Stoyan Ivanov

**Keywords:** Chemokines, Monocytes and macrophages

## Abstract

Monocytes are part of the mononuclear phagocytic system. Monocytes play a central role during inflammatory conditions and a better understanding of their dynamics might open therapeutic opportunities. In the present study, we focused on the characterization and impact of monocytes on brown adipose tissue (BAT) functions during tissue remodeling. Single-cell RNA sequencing analysis of BAT immune cells uncovered a large diversity in monocyte and macrophage populations. Fate-mapping experiments demonstrated that the BAT macrophage pool requires constant replenishment from monocytes. Using a genetic model of BAT expansion, we found that brown fat monocyte numbers were selectively increased in this scenario. This observation was confirmed using a CCR2-binding radiotracer and positron emission tomography. Importantly, in line with their tissue recruitment, blood monocyte counts were decreased while bone marrow hematopoiesis was not affected. Monocyte depletion prevented brown adipose tissue expansion and altered its architecture. Podoplanin engagement is strictly required for BAT expansion. Together, these data redefine the diversity of immune cells in the BAT and emphasize the role of monocyte recruitment for tissue remodeling.

## Abstract (web summary)

Adipose tissue is composed of a number of adipocytes and a number of other cells including immune cells. Here the authors use single-cell sequencing of murine brown adipose tissue immune cells and describe multiple macrophage and monocyte subsets and show that monocytes contribute to brown adipose tissue expansion.

## Introduction

Monocytes are part of the mononuclear phagocytic system together with macrophages and dendritic cells (DCs)^1^. These cells are generated in the bone marrow compartment where they originate from hematopoietic stem cells (HSC) through myelopoiesis, a tightly regulated process^2^. The growth factor colony-stimulating factor 1 (CSF1), binds to its receptor CSF1R (CD115) expressed on monocytes and macrophages to promote their survival^3^. Bone marrow-derived monocytes egress to the blood circulation and this process is under the control of chemokine−chemokine receptor interactions. For instance, stromal cell-derived CXCL12 (SDF-1) binds to monocyte CXCR4 and this interaction is required for monocyte retention within the bone marrow compartment^4^. By contrast, CCL2-CCR2 interactions control monocyte egress from bone marrow to blood and their peripheral tissue recruitment from the blood circulation^5,6^. Two major subsets of blood monocytes have been described according to the expression of the cell surface marker Ly6C. Ly6C^high^ monocytes, also called “classical monocytes”, are recruited to peripheral tissues and can give rise to macrophages during infection, acute or chronic inflammation, or cancer and contribute to the control and the resolution of tissue inflammation^7,8^. Ly6C^low^ “non-classical” monocytes patrol the blood vasculature, cleaning debris and promote healing of the injured endothelium^9^. During infection and excessive or chronic inflammation, monocytes are recruited to peripheral tissues where they differentiate into macrophages. In every organ, macrophages have been demonstrated to play a tissue-specific function. For example, splenic red pulp macrophages control iron content while testis macrophages have been implicated into spermatogenesis^10–12^.

The adipose tissue has long been considered as a simple triglyceride storage organ. Various types of adipose tissue have been documented including white adipose tissue (WAT), beige adipose tissue, and brown adipose tissue (BAT). In mice, WAT is typically localized in the peritoneal cavity and subcutaneously, with its most studied depot, the perigonadal (epidydimal) adipose tissue (EAT). BAT is located in the interscapular region and its main function is thermogenesis orchestrated by the mitochondrial uncoupling protein 1 (*Ucp1*). Beige adipose tissue is located subcutaneously (SCAT) and comprises among others the brachial and inguinal depots. Adipose tissue depot size is regulated through variations in adipocyte size and numbers. Triglycerides (TGs) are stored in lipid droplets inside adipocytes and their mobilization relies on a process named lipolysis. The first step of lipolysis is under control of the rate-limiting enzyme ATGL (adipose triglyceride lipase)^13–15^ leading to TG degradation into diacylglycerol (DAG) and a fatty acid. Macrophages have been identified in BAT where they have been proposed to control neuron network density and BAT thermogenesis^16^. Nevertheless, the diversity of BAT macrophages and the mechanism responsible for their maintenance remain underappreciated. In this work, we found several populations of macrophages in BAT of wild-type mice. Additionally, we observed the existence of tissue-resident monocytes that contributed to BAT macrophage homeostasis. We used an established mouse model of adipocyte-selective Atgl-deficiency leading to BAT expansion and evaluated monocyte numbers in bone marrow and blood, and monocyte and macrophage numbers and diversity in adipose tissues. Thus, our data show that monocytes contribute to BAT expansion in a Podoplanin-dependent mechanism and favor matrix remodeling, uncovering a new function for this cell type.

## Results

### BAT macrophage diversity and monocyte contribution to their maintenance

To investigate the diversity of BAT myeloid cell populations, we performed single-cell RNA sequencing (scRNA-seq) analysis of cell-sorted CD45^+^ cells (Fig. S1A) from C57BL/6 mice housed at room temperature and fed on a normal chow diet. These data revealed an unprecedented diversity of leukocytes residing in BAT (Fig. 1A), which can be represented by 13 unique clusters (Fig. 1A). 

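CD45+ cells sorted from BAT were captured in 1 droplet library per condition, in which each counted transcript carries a unique molecular identifier (UMI). The authors aligned the reads, assigned them to barcodes and counted UMIs with Cell Ranger, and deposited these counts for each gene and barcode without normalization. The control library held 2597 barcodes and 11327187 UMIs. A barcode had a median of 3324 UMIs and 1070 detected genes. Barcodes with fewer than 200 detected genes, or with over 10% of their UMIs from mitochondrial genes, were left out. This kept 2279 barcodes (87.8%) as cells, with 10753113 UMIs in total and a median of 3678 UMIs per cell. In the sample labels, the mice of this library are vehicle-treated males that carry the inducible Cre and the floxed gene. Cells were clustered jointly with those of mice lacking ATGL in adipocytes (AdipoΔ/Δ), so that the cluster borders rest on both libraries. Clusters were named from lists of marker genes, and a name ending in "-like" stands for a match to such a list. Gene levels are the summed UMIs of a group of cells, scaled to the total UMIs of that group as CPM. There was 1 library per condition, so no value has an error between mice. Intervals in parentheses are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for sums of UMIs, and cover counting error only. Gene positions are those of the GRCm38 annotation, matched through the Ensembl identifiers of the deposited counts, for which no genome build is stated.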

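Joint clustering of the 4295 cells kept from both libraries gave 19 clusters, on 20 principal components and at a resolution of 1.0. Integration used 1979 features, from which the genes that the paper names for its single-cell data had been removed. In the control library, the clusters held between 12 and 374 cells. All but 3 clusters matched the markers of a cell type. The unnamed clusters held 86 control cells, or 3.77% (3.03 to 4.64). Cells led by *Gm26917*, *Neat1* and *Zeb2* made up 1.36% of control and 2.88% of AdipoΔ/Δ cells. Cells led by *Cd7*, *Xcl1* and *Nrgn* made up 1.62% and 1.98%, and cells led by *Hist1h1b*, *Top2a* and *Mki67*, which are genes of dividing cells, 0.790% and 1.74%.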

We detected populations of T cells, B cells, and NK cells (clusters 10, 11, and 12 respectively) (Fig. 1B, C). Furthermore, among myeloid cells, we identified a population of neutrophils (cluster 0) and three separate populations of monocytes (clusters 2, 3, and 4). These subsets reflected Ly6C^low^, Ly6C^int^, and Ly6C^high^ monocytes respectively (Fig. 1C). 

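In the control library, 354 cells were T cell-like, or 15.5% (14.1 to 17.1). They formed 3 clusters, led by *Dapl1*, *Lef1* and *Tcf7*, by *Cd3g*, *Trac* and *Cd3d*, and by *Lef1*, *Cd8b1* and *Dapl1*. The B cell-like cluster, led by *Cd79a*, *Cd79b* and *Ebf1*, held 263 cells, or 11.5% (10.3 to 12.9). The NK cell-like cluster, led by *Gzma*, *Klra8* and *Klra4*, held 207 cells, or 9.08% (7.93 to 10.3). The median depth was 3492 UMIs in T cell-like, 1803 UMIs in B cell-like and 6439 UMIs in NK cell-like control cells. Among the smaller lymphoid clusters, 38 control cells resembled group 2 innate lymphoid cells (ILC2-like, led by *Arg1*, *Il1rl1* and *Ly6a*) and 13 were plasma cell-like (*Jchain*, *Iglc1* and *Igkc*).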

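Neutrophil-like cells, led by *S100a8*, *S100a9* and *Retnlg*, numbered 314 in the control library, or 13.8% (12.4 to 15.3). Monocyte-like cells numbered 716, or 31.4% (29.5 to 33.4), and formed 3 clusters. Of these, 374 cells were led by *Chil3*, *Vcan* and *Ms4a4c*, 97 by *Gngt2*, *Treml4* and *Adgre4*, and 245 by *Ace*, *Cd300e* and *Eno3*. A dendritic cell-like cluster, led by *Cd209a*, *Ccnd1* and *Tnni2*, held 87 control cells, or 3.82% (3.07 to 4.69).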

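*Ly6c2* (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), which encodes Ly6C, was neither among the markers used for naming nor among the features used for clustering. In the control library its level was 1179 CPM (1138 to 1222) in the monocyte-like cluster led by *Chil3*. It was 565 CPM (503 to 632) in the cluster led by *Gngt2* and 8.48 CPM (3.11 to 18.5), from 6 UMIs, in the cluster led by *Ace*. The same order was measured in the AdipoΔ/Δ library, with 1665, 526 and 30.4 CPM. The markers placed the cluster led by *Chil3* with Ly6C high monocytes and both other clusters with Ly6C low monocytes.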

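Macrophage-like cells numbered 201 in the control library, or 8.82% (7.69 to 10.1), in 4 clusters. An M2-like subset of 56 cells, or 2.46% (1.86 to 3.18), was led by *Folr2*, *Pf4* and *C1qa*. A matrix subset of 48 cells, or 2.11% (1.56 to 2.78), was led by *Lyz1*, *Retnla* and *Fcrls*. A lipid-associated subset of 12 cells, or 0.527% (0.272 to 0.918), was led by *Fabp5*, *Cd63* and *Gpnmb*. A further 85 cells, or 3.73% (2.99 to 4.59), led by *Aif1*, *H2-Ab1* and *H2-Eb1*, matched no subset. The 12 lipid-associated control cells held 28300 UMIs in total, 8709 of them in a single cell. Of all lipid-associated cells, 86.5% came from the AdipoΔ/Δ library, and a cluster drawn mostly from 1 library may stand for that library rather than for a cell type. The cells without a subset differed between libraries, also in macrophage markers. *Ms4a7* was at 13.0 CPM in control and 143 CPM in AdipoΔ/Δ cells, *Lgmn* at 179 and 743 CPM, and *Mertk* had 0 and 9 UMIs. *Cd68* was at 290.3 and 445 CPM and *Apoe* at 2040.1 and 1517 CPM. The monocyte genes *Plac8* and *Ly6c2* were higher in the control cells, at 4194 against 641 CPM and 355 against 118 CPM. The macrophage share of the control library thus includes 85 cells with low levels of several macrophage markers.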

Of interest, we were able to identify four different macrophage populations (clusters 5, 6, 7, and 8) (Fig. 1C). These cells expressed a specific set of genes, which are represented by gene set enrichment analysis across all 13 clusters (Fig. 1C). 

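The paper names 13 genes for its macrophage clusters. Those for lipid metabolism (*Cd36*, *Lpl* and *Lipa*) it names for a pair of clusters, of which the lipid-associated subset alone stood in here. Among the 4 macrophage-like clusters, 10 of the 13 genes were highest in the control library in the subset so assigned, and 12 in the AdipoΔ/Δ library. The marker lists that named the subsets came in part from gene names printed beside Fig. 1C. The match was thus favored in advance and is no independent test. The exceptions were *Lpl*, *Mmp12* and *Mmp19* in control cells and *Mmp12* in AdipoΔ/Δ cells. Other settings of the clustering and scaling gave between 8 and 10 genes in the control library and between 11 and 12 in the AdipoΔ/Δ library.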

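*Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) and *Clec10a* (ENSMUSG00000000318, chromosome 11, 70156197 to 70170834) encode CD206 and CD301. In the control library, the *Mrc1* level was 1783 CPM (1604 to 1976) in the M2-like subset and 419 CPM (345 to 503) in the matrix subset. In cells without a subset it was 54.4 CPM (33.7 to 83.2), and the lipid-associated cells held 2 *Mrc1* UMIs. *Clec10a* was measured at 850 CPM (728 to 986) in the M2-like subset, at 67.4 CPM (44.0 to 98.8) in cells without a subset and at 29.6 CPM (12.8 to 58.4) in the matrix subset. The lipid-associated control cells had 0 *Clec10a* UMIs (0 to 130 CPM).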

Cluster 6 expressed many canonical alternative macrophage polarization markers including *Mrc1* (CD206) and *Clec10a* (CD301). Additionally, this cluster was enriched in genes (*C1qa, C1qb, C1qc*) encoding for proteins involved in the complement pathway. 

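The 3 complement genes lie next to each other, *C1qb* (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187), *C1qc* (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065) and *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803). In the M2-like subset of the control library, their levels were 3075 CPM (2839 to 3326), 2790 CPM (2565 to 3029) and 3517 CPM (3264 to 3784). The highest level in another macrophage-like subset was 1484 CPM for *C1qb*, 671 CPM for *C1qc* and 883 CPM for *C1qa*, each in the lipid-associated cells and from 42, 19 and 25 UMIs. In the AdipoΔ/Δ library, the M2-like subset had 4168, 3366 and 4321 CPM.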

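*Cd36* (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) encodes a fatty acid transporter, *Lpl* (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) encodes lipoprotein lipase and *Lipa* (ENSMUSG00000024781, chromosome 19, 34492318 to 34527474) encodes lysosomal acid lipase. In the lipid-associated control cells, the level was 1237 CPM (861 to 1720) for *Cd36*, 1378 CPM (980 to 1884) for *Lpl* and 919 CPM (600 to 1346) for *Lipa*, from 35, 39 and 26 UMIs. In the M2-like subset of the control library, *Cd36* was at 904 CPM, *Lpl* at 388 CPM and *Lipa* at 270 CPM. The *Lpl* level of the matrix subset was 1989 CPM (1825 to 2165), above that of the lipid-associated cells. In AdipoΔ/Δ mice, the lipid-associated subset was highest for all 3 genes, with 2252, 5460 and 871 CPM.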

Clusters 7 and 8 highly expressed genes involved in lipid metabolisms such as *CD36*, *Lpl,* and *Lipa*. Finally, cluster 5 was enriched in genes involved in tissue remodeling (*Ecm1, MMP12, MMP19, Fn1*). This BAT macrophage subset diversity might reflect their involvement in various functions from lipid handling (Clusters 6, 7, and 8) to tissue remodeling (Cluster 5). 

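*Fn1* (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) and *Ecm1* (ENSMUSG00000028108, chromosome 3, 95734147 to 95739569) encode matrix proteins, and *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) and *Mmp19* (ENSMUSG00000025355, chromosome 10, 128790910 to 128800824) encode matrix metalloproteinases. The matrix subset of the control library had 4486 CPM of *Fn1* (4237 to 4746) and 615 CPM of *Ecm1* (525 to 716). No other control macrophage-like subset exceeded 480 CPM of *Fn1* or 113 CPM of *Ecm1*. The matrix subset had 0 *Mmp12* UMIs among 269954 UMIs in the control library, and 887 CPM (837 to 939) in the AdipoΔ/Δ library. Its *Mmp19* level was 29.6 CPM from 8 UMIs in control and 185 CPM (162 to 209) in AdipoΔ/Δ cells. In the lipid-associated cells, *Mmp12* was at 1413 CPM in control, from 40 UMIs, and at 1026 CPM in AdipoΔ/Δ mice, and *Mmp19* at 707 CPM, from 20 UMIs, and 82.0 CPM.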

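Lipid metabolism was measured with a hand-written list of 42 fatty acid metabolism genes, without the genes that the paper names. Each median log2 ratio of a subset over all cells outside the macrophages was placed among 10000 random lists of the same size and matched mean level. In the control library, the list lay at percentile 99.0 for all macrophage-like cells. By subset, the percentile was 98.7 in matrix cells, 85.6 in cells without a subset, 73.1 in M2-like and 18.5 in lipid-associated cells. The lipid-associated control cells held 28300 UMIs in total, and 11731 genes were ranked, so most ratios there rest on few UMIs. No conclusion is drawn from their percentile. Monocyte-like cells of the control library lay at percentile 97.3 for the same list, and those of the AdipoΔ/Δ library at 67.0. From the genes that set the clusters apart, the paper proposes that the macrophage subsets serve functions that range from lipid handling to tissue remodeling.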

Since we detected many monocytes in our single-cell RNA sequencing data (Fig. 1A, C), we validated this observation in the BAT using *CCR2*^GFP/+^ mice. In agreement with the transcriptomic data, we found many GFP^+^ cell in BAT that were distributed among monocyte and macrophage populations (Fig. 1D). These data suggested that monocytes may contribute to BAT macrophage pool maintenance. To study this hypothesis, we used a pulse-chase model allowing to label monocytes and follow their differentiation into macrophages over a short period of time. *CCR2*^creERT2^ mice were crossed with TdTomato reporter. To induce CCR2-driven TdTomato expression, mice were administered with tamoxifen by oral gavage and analyzed 48 h later. We observed a large fraction of TdTomato^+^ cells among BAT monocytes and macrophages (Fig. 1E). Moreover, BAT Tomato^+^ monocyte and macrophage counts were decreased in CCR2-deficient mice, demonstrating the relevance of this axis in BAT macrophage pool size maintenance (Fig. 1E, F). However, macrophage counts remained similar in *CCR2*^+/–^ and *CCR2*^–/–^ mice, suggesting that even though monocyte recruitment plays a critical role to maintain BAT macrophage pool, a compensatory mechanism, likely proliferation, could occur in the absence of monocyte recruitment to sustain constant BAT macrophage numbers (Fig. 1G).

**Fig. 1:**
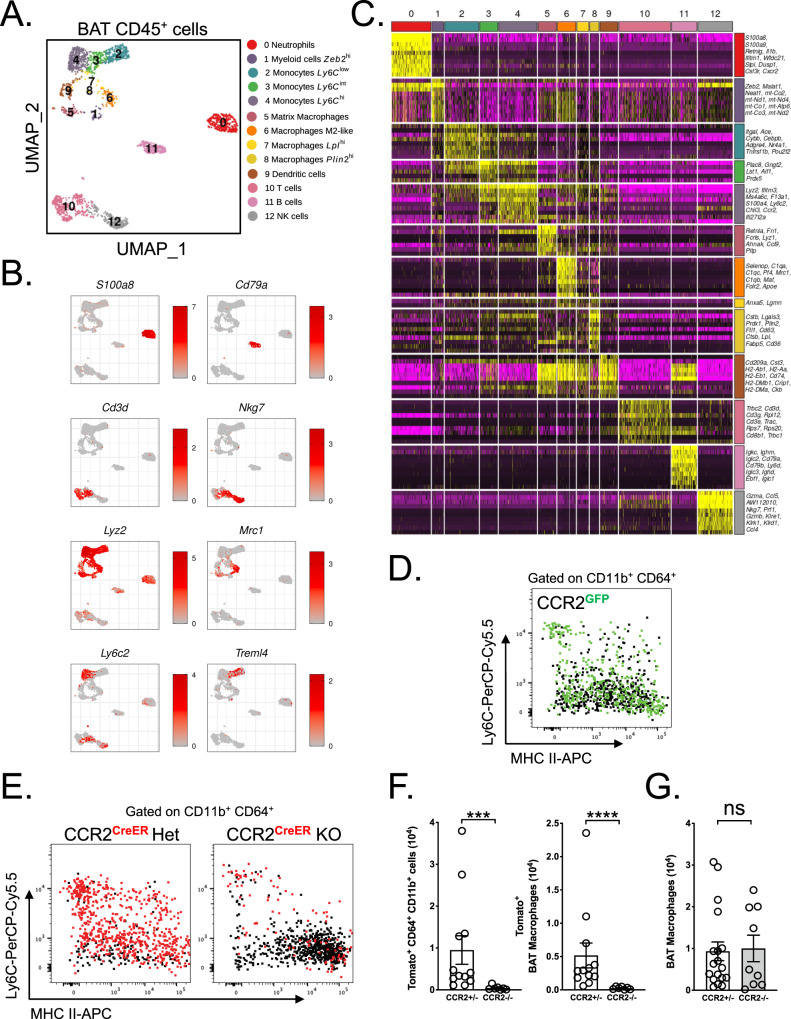
Monocytes contribute to BAT macrophage pool at a steady state. **A** Single-cell RNA-Seq analysis of BAT CD45^+^ cells from 7−8-week-old male mice. **B** UMAP representations of genes used to identify cell types among BAT CD45^+^ cells. **C** Heatmap showing normalized expression levels of marker genes helping to identify cell types present in the data. **D** Flow cytometry plot showing CCR2^GFP^ expression among BAT Ly6C^+/–^ MHCII^+/–^ cells (gated on CD45^+^ CD11b^+^ CD64^+^ cells). **E** Flow cytometry plot showing TdTomato expression among BAT Ly6C^+/–^ MHCII^+/–^ cells (gated on CD45^+^ CD11b^+^ CD64^+^ cells) from *CCR2*^creERT2/+^ and *CCR2*^creERT2/GFP^ mice 48 h after tamoxifen gavage. **F** Quantification of TdTomato^+^ cells among CD45^+^ CD64^+^ CD11b^+^ cells (*p* = 0.0002) and macrophages (CD45^+^ CD64^+^ CD11b^+^ Ly6C^–^) (*p* < 0.0001) in the BAT of *CCR2*^creERT2/+^ (*CCR2*^+/–^, *n* = 12) and *CCR2*^creERT2/GFP^ (*CCR2*^–/–^, *n* = 7) mice 48 h after tamoxifen gavage. **G** Quantification of macrophages in the BAT of *CCR2*^+/–^ (*n* = 18) and CCR2^–/–^ (*n* = 9) mice, *p* = 0.8997. Panels **D**, **E**, **F**, and **G** represent pooled data from two independent experiments. All data are represented in means ± SEM. Two-tailed Mann−Whitney tests were used to determine statistical significance. ns *p* > 0.05; *p < 0.05; **p < 0.01. Source data are provided as a Source Data file.

### BAT expansion is supported by monocyte recruitment and local macrophage differentiation

To address how BAT monocyte and macrophage populations are affected during tissue remodeling, we generated a mouse model selectively lacking ATGL in mature adipocytes (Adipo^Δ/Δ^). For this purpose, *Pnpla2*^*fl/fl*^ mice were crossed with *AdipoQ*^creERT2^ mice in order to ablate ATGL protein production specifically in mature adipocytes (Fig. S1B). To validate the efficiency of our system, those mice were crossed with *TdTomato*^*fl/fl*^ reporter mice, in which the TdTomato expression reflects Cre recombinase activity (Fig. S1B). Additionally, we crossed these mice with *CX3CR1*^*gfp*^ mice to facilitate analysis of monocyte distribution in tissues by flow cytometry and microscopy (Fig. S1B). Indeed, fluorescence microscopy analysis of EAT and BAT tissue sections revealed that almost all adipocytes expressed the TdTomato protein 3 weeks following tamoxifen treatment, further validating the efficiency of our experimental system (Fig. S1C). Western blotting analysis of BAT protein extracts showed an almost complete absence of ATGL protein in Adipo^Δ/Δ^ mice, in comparison to littermate control animals, further confirming the deletion efficiency (Fig. S1D). The low remaining ATGL protein levels in Adipo^Δ/Δ^ mice could originate from adipose tissue immune cells such as macrophages or neutrophils, previously shown to express this protein^17^ but in which the adiponectin promoter is not active. As expected, serum glycerol concentrations were decreased in Adipo^Δ/Δ^ mice compared to control animals (Fig. S1E). Serum lipidomic analysis further revealed decreased concentrations of palmitic acid (C16:0), the most abundant non-esterified fatty acids (NEFA) (approximatively 33% of total NEFAs). Myristic (C14:0), and α-linolenic (C18:3 n-3) acids were also decreased (Fig. S1F). Interestingly, other types of fatty acids were not modulated in Adipo^Δ/Δ^ mice when compared to littermate control animals (Fig. S1G).

In agreement with previous reports using constitutive *Atgl* deletion^18,19^, we found a strikingly increased BAT weight (×2.5 fold) in Adipo^Δ/Δ^ mice in comparison to co-housed littermate controls after 3 weeks of Cre induction (Fig. 2A). Nevertheless, EAT had a similar weight in both genotypes (Fig. 2A). Tissue histology analysis revealed widespread changes in brown adipocyte morphology with the appearance of larger lipid droplets, a process named “whitening” of the brown adipose depot (Fig. 2B)^20^. We also observed the appearance of CD11b^+^ cells in the BAT of Adipo^Δ/Δ^ mice, in patterns similar to “crown-like structures” reported in EAT during obesity (Fig. 2C)^20^. These cells were rarely detected in control mice (Fig. 2C).

**Fig. 2:**
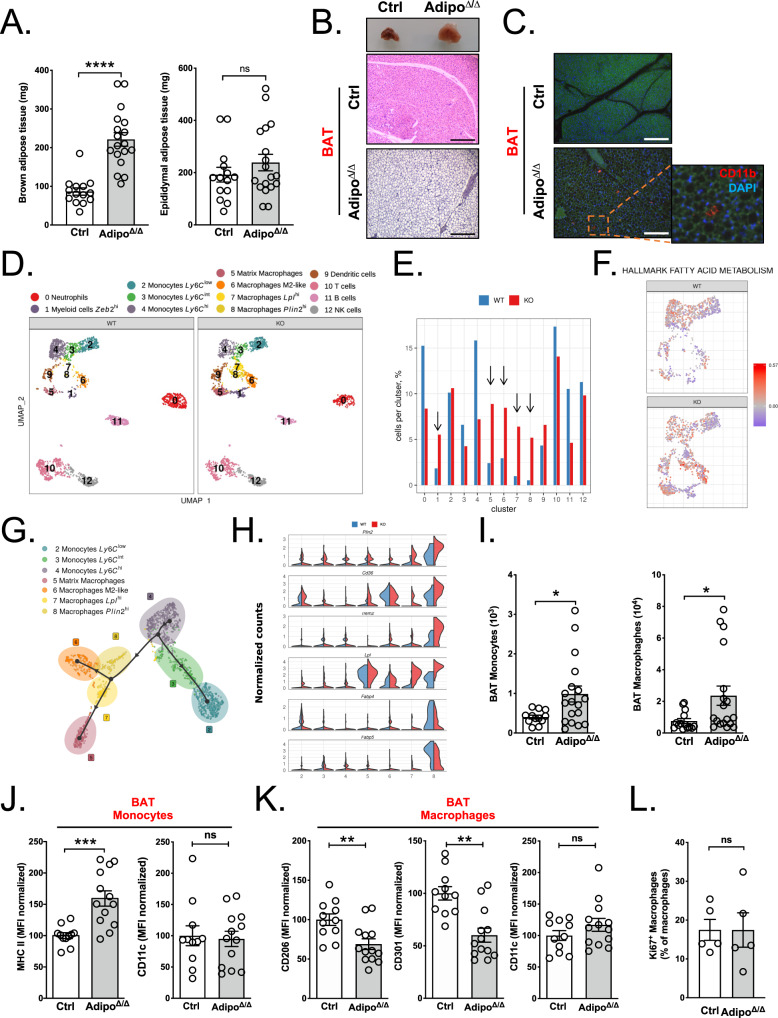
Monocytes and macrophages accumulate in the BAT during tissue expansion. **A** BAT and EAT weight in control (*n* = 14) and Adipo^∆/∆^ (*n* = 18) mice. *p* < 0.0001 (left) and *p* = 0.4582 (right). **B** Representative images of BAT morphology and analysis using H&E staining in Adipo^∆/∆^ mice and controls. **C** CD11b staining (red) in the BAT of Adipo^∆/∆^ and control mice. The presence of CLS is highlighted in the magnified box. **D** Single-cell RNA-Seq analysis of BAT CD45^+^ cells from 7−8-week-old control and Adipo^∆/∆^ male mice. **E** Proportion of each cluster identified in scRNA-Seq analysis. **F** Single-cell RNA-Seq analysis of the “fatty acid metabolism” Hallmark gene set expression. **G** Differentiation model of BAT myeloid cells generated using the Slingshot tool. **H** Violin plots showing RNA-Seq analysis of *Plin2*, *CD36*, *Trem2*, *Lpl*, *Fabp4,* and *Fabp5* expression by BAT macrophages and monocytes from Adipo^∆/∆^ and control mice. **I** Quantification of BAT monocyte and macrophage numbers in control (*n* = 12) and Adipo^∆/∆^ (*n* = 18) mice using flow cytometry. *p* = 0.0346 (left) and *p* = 0.0143 (right). **J** Quantification of surface MHC II and CD11c expression by BAT monocytes in control (*n* = 11) and Adipo^∆/∆^ (*n* = 13) mice using flow cytometry. *p* = 0.0004 (left) and *p* = 0.8646 (right). **K** Quantification of surface CD206, CD301, and CD11c expression by BAT macrophages in control (*n* = 11) and Adipo^∆/∆^ (*n* = 13) mice using flow cytometry. *p* = 0.0031 (left), *p* = 0.0012 (middle), *p* = 0.3607 (right). **L** Proportion of Ki-67-expressing macrophages in the BAT of control (*n* = 5) and Adipo^∆/∆^ (*n* = 5) mice analyzed by flow cytometry. *p* = 0,6905. Panels **A**, **I**, **J**, and **K** represent pooled data from four independent experiments. Panels **B**, **C** are representative of two independent experiments. Panel **L** represents data from one experiment. All data are represented in means ± SEM. Two-tailed Mann−Whitney tests were used to determine statistical significance. ns *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are provided as a Source Data file.

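For the comparison with AdipoΔ/Δ mice, in which tamoxifen removes *Pnpla2* (encoding ATGL) from adipocytes, a second library of CD45+ BAT cells was used. It held 2381 barcodes and 12028844 UMIs, with a median of 3301 UMIs per barcode. After the same filters, 2016 cells (84.7%) with 11316418 UMIs and a median of 3942 UMIs were kept. *Pnpla2* (ENSMUSG00000025509, chromosome 7, 141455198 to 141460743), the targeted gene, had 399 UMIs or 37.1 CPM (33.6 to 40.9) in control and 477 UMIs or 42.2 CPM (38.5 to 46.1) in AdipoΔ/Δ cells. The sorted cells are leukocytes, so this level does not test the deletion in adipocytes. The Y-linked *Ddx3y* (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 530 and 558 UMIs, and *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) 1 UMI in each library. The labels give males for both libraries. Among adipocyte transcripts, *Adipoq* (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) had 6 UMIs in control and 2 in AdipoΔ/Δ cells. The doublet caller Scrublet marked 0.308% of control and 0.168% of AdipoΔ/Δ barcodes, so doublets were in effect left in. Ratios are AdipoΔ/Δ over control, with conditional binomial intervals for counting error. With 1 library per condition, no test between conditions was possible. By the labels, both libraries come from floxed inducible-Cre males, given vehicle in control and tamoxifen in AdipoΔ/Δ mice. The *Pnpla2* deletion thus cannot be separated from tamoxifen itself or from any other difference between the libraries.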

To further define whether specific immune cell subsets were enriched in Adipo^Δ/Δ^ mice, we performed a comparative single-cell RNA-seq analysis between cell-sorted CD45^+^ cells from control and adipocyte-*Atgl*-deficient mice. We noticed a major and specific enrichment in all macrophage clusters in Adipo^Δ/Δ^ animals without affecting the populations of B cells, T cells, and NK cells (Fig. 2D, E). This observation indicated that BAT expansion induced a macrophage-specific enrichment in the organ. Moreover, a distinctive fatty acid-centered metabolic signature was detected in these macrophage subsets (Figs. 2F and S2A). 

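In the AdipoΔ/Δ library, 586 of the 2016 cells were macrophage-like, or 29.1% (27.1 to 31.1). This share was 3.30 times that of the control library (2.80 to 3.89). The ratio was 2.36 (1.70 to 3.31) for the M2-like subset, 4.05 (2.93 to 5.70) for the matrix subset and 7.25 (3.92 to 14.6) for the lipid-associated subset. For macrophage-like cells without a subset it was 2.93 (2.27 to 3.80). T cell-like cells made up 12.1% of AdipoΔ/Δ cells, 0.779 times the control share (0.659 to 0.920). For B cell-like cells the share was 4.71%, 0.408 times that of the control library (0.319 to 0.518), and for NK cell-like cells 8.53%, a ratio of 0.939 (0.763 to 1.16). Across the other settings tried, the macrophage ratio ranged from 2.10, with a mitochondrial limit of 2%, to 4.26, with the libraries merged without integration. The classes were rebuilt from markers, so they may not hold the same cells as the clusters of the paper.

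**Figure D1:**
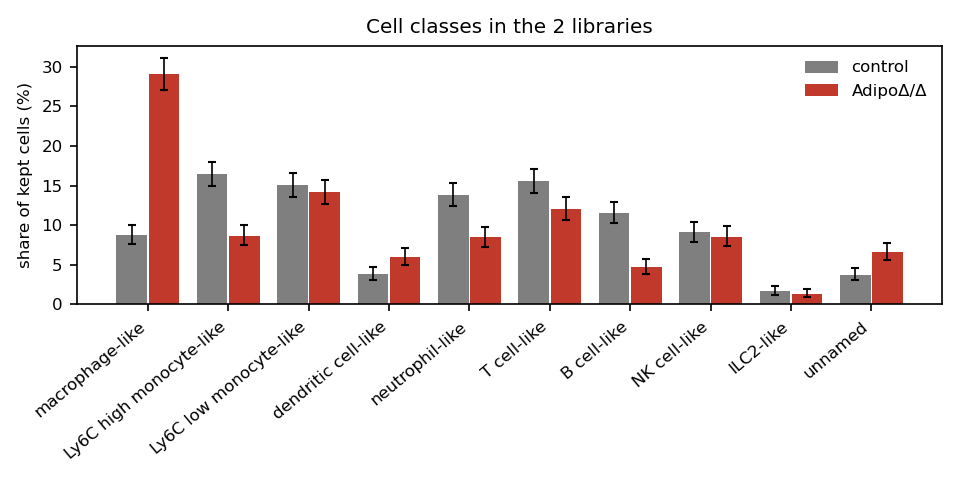
Share of kept cells (percent, y axis) of the cell classes (x axis, without the few plasma cell-like cells) in the control and the AdipoΔ/Δ library, 1 library each, with bars for the share and error bars for its exact 95% interval, which covers counting error only. Macrophage-like cells rise to 29.1% in the AdipoΔ/Δ library, and B cell-like cells are at 4.71%.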

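The shares of a library add up to all of its cells, so the larger macrophage share lowers every other one. Among cells other than macrophages, 17.0% of control and 17.1% of AdipoΔ/Δ cells were T cell-like, a ratio of 1.00 (0.847 to 1.18). B cell-like cells made up 12.7% and 6.64% of them, a ratio of 0.525 (0.411 to 0.666), and NK cell-like cells 9.96% and 12.0%, a ratio of 1.21 (0.981 to 1.49). Monocyte-like cells made up 22.8% of all AdipoΔ/Δ cells, 0.726 times the control share (0.645 to 0.818). A lower share is not a lower number per tissue, which these libraries do not give. By flow cytometry, the paper reports higher monocyte counts in the BAT of AdipoΔ/Δ mice. The ratio of shares was 0.529 (0.439 to 0.635) for Ly6C high and 0.942 (0.802 to 1.11) for Ly6C low monocyte-like cells. Of the Ly6C low clusters, the one led by *Ace* was at 1.05 (0.870 to 1.26) and the one led by *Gngt2* at 0.676 (0.480 to 0.945). The ratio was 0.616 (0.508 to 0.744) for neutrophil-like and 1.56 (1.17 to 2.08) for dendritic cell-like cells. Among cells other than macrophages, the monocyte ratio was 0.934 (0.829 to 1.05), with 0.680 (0.565 to 0.816) for Ly6C high and 1.21 (1.03 to 1.42) for Ly6C low cells. There the ratio was 0.791 (0.653 to 0.956) for neutrophil-like and 2.00 (1.51 to 2.67) for dendritic cell-like cells. With macrophage-like cells without a subset left out, a choice made after seeing the data, the macrophage share was 5.09% in control and 18.2% in AdipoΔ/Δ mice. From the enrichment of the macrophage clusters, the paper concludes that BAT expansion induced an enrichment specific to macrophages.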

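The Hallmark set of the paper was not available, and the hand-written fatty acid list stood in for it. In macrophage-like cells, all 42 of its genes had enough UMIs, and 29 of them were higher in AdipoΔ/Δ mice. Their median log2 ratio of AdipoΔ/Δ over control was 0.35, against a median of 0.08 for random lists, and lay at percentile 99.8 of these. On 200 simulations of this comparison with no change in the list, 5% of lists fell outside the central 95% of random lists. With a 1.3-fold rise of the list, 100% lay above it. These simulations drew Poisson counts from the summed profile of both libraries, without variation between cells or gene changes outside the list. They check the calculation and not the spread of real cells. In monocyte-like cells, 40 genes of the list had a median log2 ratio of 0.00, which lay at percentile 1.21 of random lists. Over the other settings tried, the macrophage percentile ranged from 98.6 to 100. Set against all cells outside the macrophages within the AdipoΔ/Δ library, the list lay at percentile 98.7 in the M2-like subset, 99.9 in the matrix subset and 100 in both remaining clusters. For T cell-like cells the percentile was 8.39. A percentile describes these libraries and is no test between conditions.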

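Because the Slingshot tool was not available, only the tree that it first builds was computed, as the shortest set of links between cluster centers. It covered the 7 monocyte-like and macrophage-like clusters in the first 20 principal components, with distances scaled by the pooled covariance of the clusters. The tree was rooted at the Ly6C high monocyte-like cluster of 549 cells. It gives no direction, time or curve of differentiation, and no gene level enters it directly.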

Using the Slingshot tool, we established a predictive differentiation model linking monocytes to macrophage clusters (Fig. 2G). This model suggested that Ly6C^high^ monocytes give rise to two intermediate macrophage populations (clusters 7 and 8). 

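The Ly6C high monocyte-like cluster had a single link, to the macrophage-like cluster without a subset, at a distance of 2.54. This cluster of 305 cells had 5 links and was the only macrophage-like cluster 1 step from the root. The lipid-associated cluster of 89 cells hung on it at a distance of 3.16 and was an end of the tree.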

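The matrix cluster of 220 cells and the M2-like cluster of 173 cells also were ends of the tree, each 2 steps from the Ly6C high monocyte-like cluster. Their links to the cluster without a subset had distances of 3.19 and 2.73. Both Ly6C low monocyte-like clusters hung on the same cluster, the first at a distance of 2.89 and the second behind it. A Ly6C low cluster was instead linked to the Ly6C high cluster itself with 30 components, at a resolution of 2.0, with merged libraries and in the AdipoΔ/Δ library alone. With the libraries merged without integration, the M2-like cluster came 1 step and the matrix cluster 3 steps from the root. There the M2-like cluster was no end of the tree.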

Two terminally differentiated macrophage clusters (clusters 5 and 6) were identified and corresponded to clusters involved in lipid metabolism and matrix remodeling (Fig. 2G). In line with our pathway enrichment analysis, these cells displayed higher expression of genes involved in lipid handling including *Plin2*, *CD36*, *Trem2,* and *Lpl* in Adipo^Δ/Δ^ mice compared to controls (Fig. 2H). 

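In all macrophage-like cells, *Plin2* (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060) rose from 99.1 CPM in control to 680 CPM in AdipoΔ/Δ mice and *Cd36* from 273 to 989 CPM. *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) rose from 54.1 to 367 CPM, and *Lpl* from 784 to 3054 CPM. Because the subsets differ in these genes and in their shares, both libraries were also weighted to the shares of the subsets in the UMIs of both libraries together. The weighted ratio was 2.07 (1.55 to 2.77) for *Plin2*, 1.93 (1.57 to 2.34) for *Cd36*, 3.13 (1.95 to 4.90) for *Trem2* and 2.70 (2.42 to 2.99) for *Lpl*. Within single subsets, the ratio of *Lpl* ranged from 1.45 in the matrix subset to 22.2 in cells without a subset, whose control and AdipoΔ/Δ cells also differed in other genes. *Cd36* was lower in the M2-like subset of AdipoΔ/Δ mice, at a ratio of 0.821 (0.693 to 0.975). *Trem2* had 0 UMIs in matrix cells of the control library and 16 in those of AdipoΔ/Δ mice. *Fabp4* (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) and *Fabp5* (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607), also drawn in Fig. 2H, rose from 53.0 to 117 CPM and from 327 to 686 CPM without weighting. Their weighted ratios were 0.402 (0.291 to 0.567) and 0.296 (0.262 to 0.337), which rest on the 12 lipid-associated control cells. A single one of these cells held 141 of their 254 *Fabp5* UMIs. Without the lipid-associated subset, which was left out after seeing the data, both weighted ratios were above 1, at 3.68 (2.07 to 6.12) and 3.44 (2.39 to 4.81). In that setting the weighted ratio was 4.56 (3.42 to 5.99) for *Plin2*, 2.07 for *Cd36*, 3.15 for *Trem2* and 2.20 for *Lpl*. In monocyte-like cells, the ratio was 2.23 (1.90 to 2.63) for *Plin2*, 3.32 (2.85 to 3.87) for *Cd36*, 7.00 (6.06 to 8.12) for *Lpl* and 0.837 (0.669 to 1.04) for *Trem2*.

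**Figure D2:**
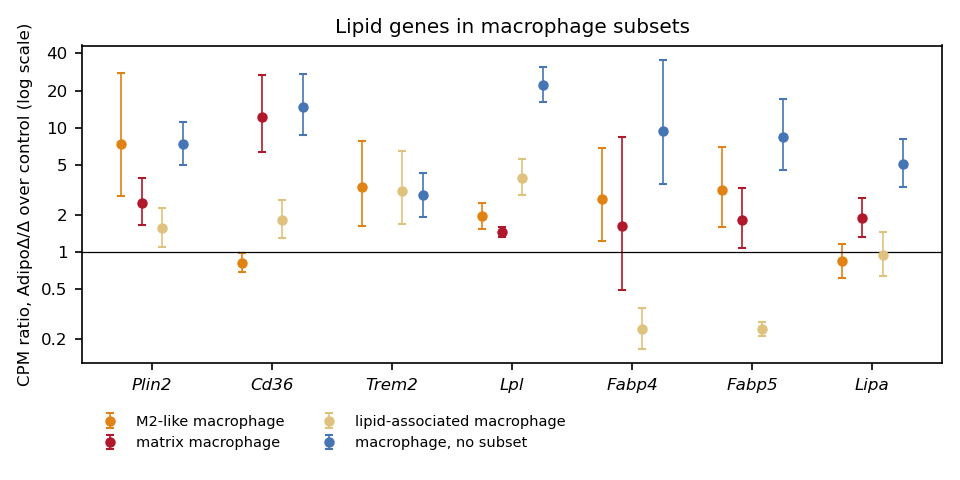
Ratio of CPM, AdipoΔ/Δ over control (y axis, log scale), of each lipid gene (x axis), with a point per macrophage-like subset, error bars for 95% counting intervals and a line at 1. *Fabp4* and *Fabp5* lie below 1 in the lipid-associated subset, at 0.237 and 0.241, and *Trem2* in the matrix subset is not drawn because the control cells had 0 UMIs.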

Although *Mrc1* expression was found on all macrophage subsets, higher expression of this marker was observed on cluster 6 (Fig. S2B). On the other hand, cluster 5 macrophages were found to specifically express *CD226* (Fig. S2B).

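In the AdipoΔ/Δ library, all 4 macrophage-like clusters had *Mrc1* UMIs. The level was 1792 CPM (1697 to 1890) in the M2-like subset and 331 CPM (301 to 363) in the matrix subset. It was 217 CPM (186 to 252) in cells without a subset and 130 CPM (109 to 154) in the lipid-associated subset. For comparison, the NK cell-like cells of the same library, which should lack *Mrc1*, had 14.0 CPM.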

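*Cd226* (ENSMUSG00000034028, chromosome 18, 89176967 to 89272229) was at 196 CPM (147 to 257) in the matrix subset of the control library and at 215 CPM (191 to 241) in that of the AdipoΔ/Δ library. In both libraries the M2-like subset was next among macrophage-like cells, with 14.7 CPM from 3 UMIs and 16.0 CPM from 12 UMIs. The lipid-associated subset had 0 UMIs in control and 1 UMI in AdipoΔ/Δ mice, and the cells without a subset 1 and 3.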

To phenotypically confirm the data from our scRNAseq analysis, we performed a flow cytometry analysis of adipose tissues obtained from control and Adipo^Δ/Δ^ mice. Since tissue expansion did not occur in the EAT of Adipo^Δ/Δ^ mice, we investigated macrophage and monocyte phenotypes in both the BAT and EAT of control and Adipo^Δ/Δ^ mice. We applied an established gating strategy to separately analyze macrophages and monocytes (Fig. S2C)^21,22^. Previous reports demonstrated the presence, at a low frequency, of monocytes residing in tissues^22^. In our study, we identified monocytes as CD45^+^CD64^+^MerTK^–^CD11b^+^ cells and macrophages as CD45^+^CD64^+^MerTK^+^ (Fig. S2C). Furthermore, we developed a gating strategy for the in-vivo identification of cluster 5 and cluster 6 cells, namely CD226^high^ and CD206^high^ macrophages (Fig. S2D). The proportion of CD206^high^ macrophages was equivalent in BAT and EAT from Adipo^Δ/Δ^ mice. However, we found that the population of CD226^high^ macrophages was markedly enriched in BAT compared to EAT (Fig. S2D). Increased monocyte and macrophage counts were observed in the BAT of Adipo^Δ/Δ^ mice (Fig. 2I), but not in their EAT (Fig. S2E). To apprehend whether this accumulation was triggered solely by the loss of BAT lipolysis or could be linked to ATGL deficiency in other adipose depots, we analyzed BAT myeloid cells in *Ucp1*^cre^ × *Pnpla2*^*fl/fl*^ (BAT^Δ/Δ^) mice. *Ucp1* is highly expressed in brown adipocytes and lacking in white adipocytes. BAT monocytes and macrophages were more numerous in BAT^Δ/Δ^ mice in comparison to controls, suggesting that the Adipo^Δ/Δ^ BAT phenotype was driven by BAT-mediated cues (Fig. S2F). Moreover, BAT monocytes in Adipo^Δ/Δ^ mice expressed higher levels of MHC II, a marker that is upregulated in monocytes that recently egressed the blood vasculature and entered an organ (Fig. 2J)^22^. However, their CD11c expression remained similar between both genotypes (Fig. 2J). Importantly, MHC II expression was comparable between EAT monocytes obtained from control and Adipo^Δ/Δ^ mice (Fig. S2G). As a whole, BAT macrophages from Adipo^Δ/Δ^ mice, but not EAT macrophages, also displayed altered expression of the canonical alternative polarization markers CD206 and CD301 (Figs. 2K and S2H). This may be representative of the increased presence of CD206^low^ CD301^low^ macrophages (mainly in clusters 7 and 8), as *Mrc1* and *Clec10a* expression did not appear to be diminished in M2-like macrophages (cluster 6) (Fig. S2I). 

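In the M2-like subset, the ratio of *Mrc1* levels, AdipoΔ/Δ over control, was 1.00 (0.894 to 1.13). *Clec10a* was at 598 CPM (544 to 656) in the M2-like subset of AdipoΔ/Δ mice, a ratio of 0.703 (0.589 to 0.843). With the CPM averaged over cells in place of summed UMIs, the *Clec10a* ratio was 1.22. M2-like cells made up 27.9% (21.8 to 34.6) of the macrophage-like cells in control and 20.0% (16.8 to 23.4) in AdipoΔ/Δ mice. In the matrix, lipid-associated and remaining macrophage-like cells of AdipoΔ/Δ mice, *Clec10a* was at 42.8, 127 and 100 CPM.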

The expression of CD11c, a classical M1 activation marker, was not altered (Fig. 2K). Taken together, this demonstrated that ATGL-deletion in adipocytes triggers monocyte BAT recruitment and leads to increased numbers of BAT macrophages with a specific phenotype.

Local proliferation of tissue-resident macrophages is involved in their pool maintenance^23^. To investigate macrophage proliferation rate, we performed Ki67 staining and found a similar level of proliferation in BAT macrophages from control and Adipo^Δ/Δ^ mice (Fig. 2L). This observation was also supported by the analysis of our single-cell RNA sequencing data that revealed that few BAT macrophages show expression of proliferation-related genes including *Mki67*, *Ccna2,* and *Top2a* (Fig. S2J).

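A UMI of *Mki67*, *Ccna2* or *Top2a* was found in 5 of 201 control macrophage-like cells, or 2.49% (0.813 to 5.71), and in 34 of 586 AdipoΔ/Δ ones, or 5.80% (4.05 to 8.01). The median depth was 3285 UMIs in control and 4765 UMIs in AdipoΔ/Δ macrophage-like cells. After thinning each cell to 1000 UMIs, which left out 13 control and 105 AdipoΔ/Δ cells, the shares were 1.06% (0.129 to 3.79) and 1.66% (0.721 to 3.25). In neutrophil-like cells, which should lack these transcripts, 1.27% of control and 0.585% of AdipoΔ/Δ cells had such a UMI, at median depths of 2968.5 and 2695 UMIs. The cluster of dividing cells was left unnamed and is not part of these shares. Its cells that leaned toward macrophages, by a rule set after seeing the data, numbered 7 in control and 22 in AdipoΔ/Δ mice. With them added, the shares were 5.77% (3.02 to 9.86) and 9.21% (7.03 to 11.8), and 3.08% and 5.57% after thinning. Thinned to 2000 UMIs, which left 134 control and 419 AdipoΔ/Δ macrophage-like cells, the shares were 2.99% (0.819 to 7.47) and 3.34% (1.84 to 5.54). With the dividing cells added they were 7.14% and 7.94%.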

### BAT-selective monocyte recruitment leads to diminished blood monocyte counts without affecting bone marrow hematopoiesis

We next asked whether increased monocyte counts in Adipo^Δ/Δ^ mice are specific to BAT or could also be observed in other peripheral tissues. To monitor monocyte distribution across tissues we took advantage of a CCR2-targeting radiotracer ^64^Cu-DOTA-ECL1i for non-invasive positron emission tomography (PET)/computed tomography (CT) imaging of CCR2^+^ cells distribution across multiple tissues without the biases of tissue digestion. This provides the opportunity to simultaneously investigate numerous organs, thus limiting the risk to miss an unexpected tracer accumulation in a specific location^24,25^. Representative PET/CT images revealed significantly increased signal, indicative of CCR2 accumulation, in the BAT of Adipo^Δ/Δ^ mice at 16 days, but not at 2 days, post-tamoxifen administration (Cre^+^TAM^+^) (Fig. 3A, B). These data confirm the progressive monocyte infiltration in BAT after Atgl-deletion. Of note, we observed a comparable level of BAT CCR2 signal in both Adipo^Cre+^ animals treated with vehicle (oil) (Cre^+^TAM^−^) and Adipo^+/+^ mice treated with tamoxifen (Cre^−^TAM^+^) (Fig. 3A, B). To analyze monocyte density, the biodistribution of the tracer was measured across tissues and we observed that CCR2 signal was selectively increased in the BAT of Adipo^Δ/Δ^ mice (Fig. 3C). Despite a detectable signal in several organs, we did not observe a differential CCR2 distribution in any other tissue (Fig. 3C). Of interest, blood CCR2 signal was reduced, even though the difference was not significant, in Adipo^Δ/Δ^ animals (Fig. 3C). Ex vivo tissue collections showed an enlarged mass of BAT in Adipo^Δ/Δ^ animals compared to the other two groups. Moreover, autoradiography showed specific tracer uptake in the BAT and not in the surrounding white adipose tissue, thus supporting PET data (Fig. S3A). Taken together, this suggests that adipocyte-specific Atgl deletion leads to BAT-selective monocyte recruitment. Thus, disruption of BAT homeostasis leads to a very specific monocyte recruitment without affecting any other peripheral organ.

**Fig. 3:**
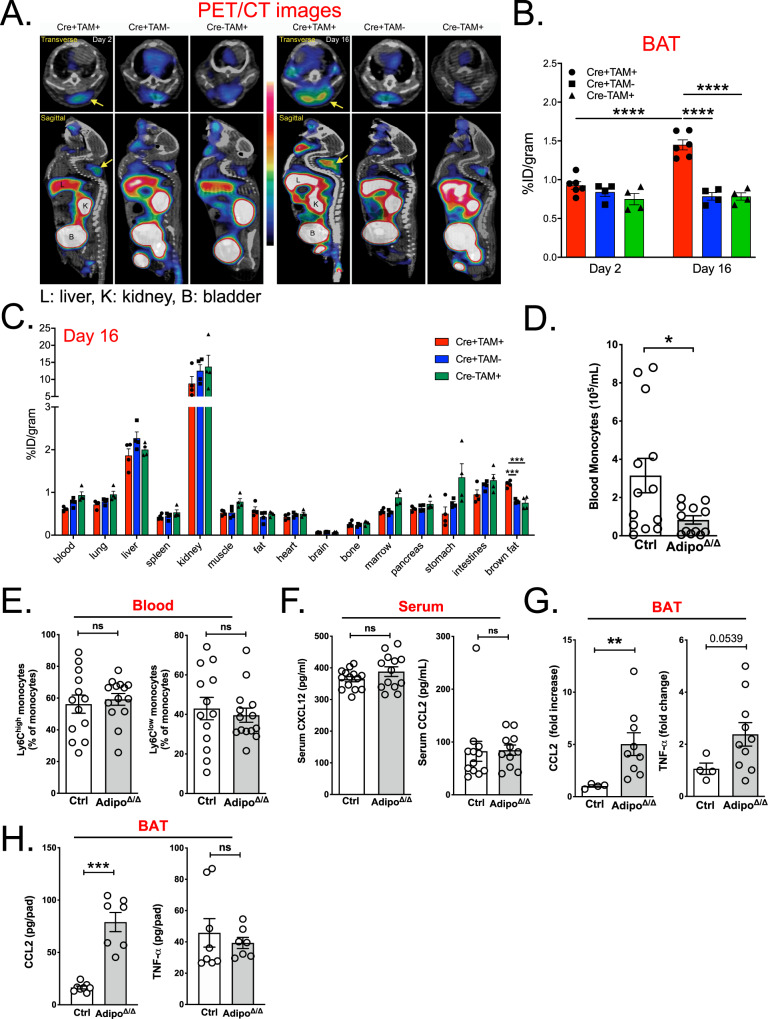
Adipocyte ATGL deletion induces a specific recruitment of blood monocytes to the BAT. **A**^64^Cu-DOTA-ECL1i PET/CT images analyzing tracer uptake in control and Adipo^∆/∆^ mice 2 days (left panel) and 16 days (right panel) post-tamoxifen administration (*n* = 4−6/group). L: liver; B: bladder; K: kidney. **B** Quantification of tracer uptake in the BAT of Cre^−^ tamoxifen-treated (Cre− Tam+, *n* = 4) and Cre^+^ vehicle-treated (Cre+ Tam−, *n* = 4) controls and Adipo^∆/∆^ animals (Cre+ Tam+, *n* = 6) 2- and 16-days post-tamoxifen administration. *p* < 0.0001 for each comparison. **C** Biodistribution of ^64^Cu-DOTA-ECL1i in Cre− Tam+ and Cre+ Tam-controls and Adipo^∆/∆^ animals 16 days post-tamoxifen administration (n = 4/group). *p* < 0,001 for each comparison in BAT. **D** Quantification of blood monocyte counts in control (*n* = 13) and Adipo^∆/∆^ (*n* = 12) mice using flow cytometry. *p* = 0.0384. **E** Proportions of Ly6C^high^ and Ly6C^low^ monocytes among total blood monocytes in control (*n* = 13) and Adipo^∆/∆^ (*n* = 14) mice using flow cytometry. *p* = 0.6940 (left) and *p* = 0.6160 (right). **F** Analysis of serum CCL2 and CXCL12 in control (*n* = 14) and Adipo^∆/∆^ (*n* = 13) mice by ELISA. *p* = 0.2388 (left) and *p* = 0.3793 (right). **G** Analysis of BAT *CCL2* and *TNFα* expression in control (*n* = 4) and Adipo^∆/∆^ (*n* = 9 and 10 respectively) mice by qPCR. *p* = 0.0028 (left) and *p* = 0.0539 (right). **H** Quantification of CCL2 and TNFa protein levels in BAT homogenates from control (*n* = 8) and Adipo^∆/∆^ (*n* = 7) mice by ELISA. *p* = 0.0003 (left) and *p* = 0.6126 (right). Panels **D**, **E** represent pooled data from four independent experiments. Panels **F**, **G** represent pooled data from two independent experiments. Panel **H** represents data from one experiment. All data are represented in means ± SEM. Ordinary one-way ANOVA with Bonferroni post-test were used to determine statistical significance in panels **B**, **C**. Two-tailed Mann−Whitney tests were used to determine statistical significance in panels **D**−**H**. ns *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are provided as a Source Data file.

Because we observed a tendency to decreased CCR2 signal in blood (Fig. 3C), we next wondered whether BAT monocyte recruitment could affect the pool of circulating blood monocytes. Using flow cytometry analysis, we detected a marked decrease in the numbers of blood monocytes (CD45^+^CD115^+^CD11b^+^ cells) (Fig. 3D and Fig. S3B). This observation was valid for both Ly6C^hi^ and Ly6C^lo^ monocyte subsets (Fig. 3E). However, neutrophil (CD45^+^Gr1^+^CD11b^+^CD115^low^), B cell (CD45^+^CD19^+^) and T cell (CD45^+^TCRβ^+^) numbers were similar in ATGL-sufficient and deficient mice (Fig. S3C). Likewise, CCL2 and CXCL12 serum levels were not modulated by the loss of adipose tissue lipolysis, excluding systemic inflammation as a cause for the decrease in blood monocyte numbers (Fig. 3F). We thus hypothesized that reduced blood monocyte numbers in ATGL-deficient mice result from either an altered hematopoiesis or mature monocyte export from bone marrow to blood. Flow cytometry analysis revealed no substantial difference in the number of monocyte precursor cells including LSK (Lin^−^Sca1^+^cKit^+^) (Fig. S3D). Bone marrow monocyte counts were also very similar in control and adipocyte ATGL-deficient mice (Fig. S3D). Thus, blood monocyte number reduction is unlikely to result from defects in bone marrow hematopoiesis or stromal niche alteration. Since the pool of bone marrow monocytes results from the dynamic interaction between monocyte proliferation, death, and export to peripheral blood, we analyzed these parameters. Monocyte proliferation was comparable in Adipo^Δ/Δ^ and littermate control mice (Fig. S3E). Annexin V staining on bone marrow monocytes suggested a similar level of apoptosis in both genotypes, ruling out a role for cell death (Fig. S3E). To analyze monocyte export from bone marrow to blood, we i.v. injected mice with BrdU and analyzed the percentage of BrdU positive monocytes in blood 16 h post-injection. We found that approximately 70% of blood monocytes had undergone proliferation by incorporating BrdU (Fig. S3F) in both control and Adipo^Δ/Δ^ mice. Therefore, we concluded that the monocyte export rate is not modified during BAT expansion and could not account for diminished blood monocyte numbers. To apprehend the mechanisms that could account for increased brown adipose tissue monocyte numbers, we performed real-time PCR analysis. We found an increased expression of the pro-inflammatory gene *tnfa* and the chemokine *ccl2* in the BAT of Adipo^Δ/Δ^ mice (Fig. 3G). The latest is responsible for monocyte recruitment to tissues and could explain increased numbers of BAT monocytes and macrophages. Although ELISA analysis of BAT homogenates failed to confirm an increase in TNFα levels, CCL2 protein levels were markedly augmented in the BAT of Adipo^Δ/Δ^ mice (Fig. 3H). Together, these data suggest the onset of a very low-grade tissue inflammation with specific CCL2-mediated monocyte recruitment to the BAT of Adipo^Δ/Δ^ mice.

### Monocyte depletion prevents BAT expansion and sustains tissue browning

To address whether BAT monocyte recruitment is involved in tissue remodeling and growth, we depleted blood monocytes via administration of anti-CCR2 antibody (MC-21)^26^ (Fig. 4A). Mice received tamoxifen treatment and were then allowed to rest for one week during which BAT started expanding. MC-21 or vehicle treatment were then administered daily for 5 days. Blood and tissues were analyzed 16 h after the last MC-21 injection (Fig. 4A). This procedure led to the complete depletion of blood monocytes as previously described^26^ (Fig. S4A). The spleen monocyte population was also completely depleted in MC-21-treated mice (Fig. S4A). Flow cytometry analysis demonstrated a major monocyte depletion in the BAT of MC-21-treated Adipo^Δ/Δ^ animals in comparison to vehicle-administered controls (Fig. 4B). BAT macrophage numbers were slightly, but not significantly decreased in MC-21-treated Adipo^Δ/Δ^ mice (Fig. 4C). Importantly, BAT weight was significantly decreased, by approximatively 40%, in Adipo^Δ/Δ^ mice treated with anti-CCR2 Ab in comparison to vehicle administered Adipo^Δ/Δ^ animals (Fig. 4D). We observed that in control mice, in which BAT is not expanding, CCR2 depletion had no effect on tissue weight (Fig. 4D). EAT weight remained similar among MC-21-treated and vehicle-treated animals (Fig. S4B). Tissue histology analysis revealed that EAT adipocyte size was similar in control and Adipo^Δ/Δ^ mice (Fig. S4B). BAT histology analysis revealed that MC-21 administration exacerbated the appearance of CLS (Fig. S4C). MC-21 treatment had no impact on serum glycerol, TG and NEFA levels (Fig. S4D). However, we detected numerous multilocular zones in MC-21-treated animals in comparison to vehicle-treated Adipo^Δ/Δ^ mice (Fig. 4E), suggesting that monocyte recruitment to BAT modulates tissue morphology and favors BAT “whitening”. Whether this mechanism is solely responsible for BAT weight decrease in MC-21-treated mice remains to be established.

**Fig. 4:**
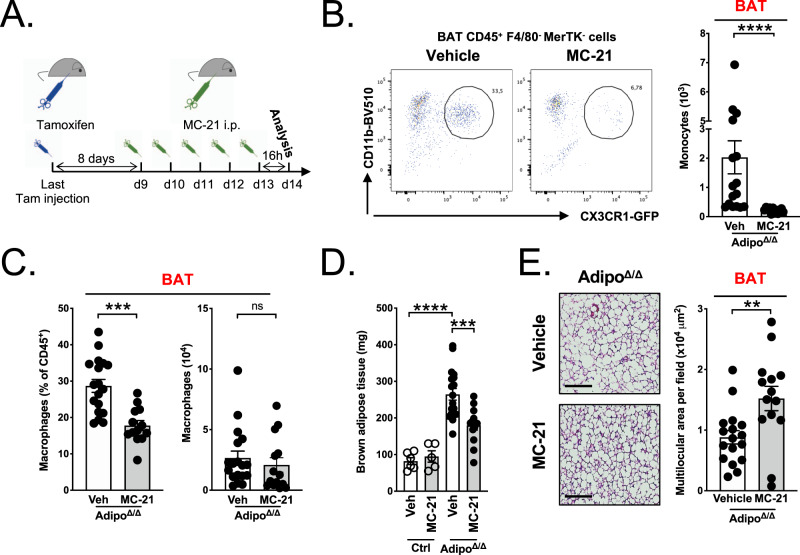
Monocyte depletion prevents the expansion of lipolysis-deficient BAT. **A** Schematic representation of the experimental procedure used for MC-21-mediated monocyte depletion. **B** Representative dot plots (left) and quantification (right) of BAT monocytes in MC-21 (*n* = 12) or vehicle-treated (*n* = 16) Adipo^∆/∆^ mice. *p* < 0.0001. **C** Frequency and numbers of BAT macrophages in MC-21 (*n* = 13) or vehicle-treated (*n* = 18) Adipo^∆/∆^ mice. *p* = 0.0001 (left) and *p* = 0.3189 (right). **D** Brown adipose tissue weight in MC-21 (*n* = 5) or vehicle-treated (*n* = 6) control mice, and MC-21 (*n* = 14) or vehicle-treated (*n* = 18) Adipo^∆/∆^ mice. *p* < 0.0001 (vehicle-treated control and Adipo^∆/∆^ mice) and *p* = 0,0002 (vehicle-treated and MC-21-treated Adipo^∆/∆^ mice). **E** Representative images of H&E-stained BAT and quantification of multilocular areas in MC-21 (*n* = 14) or vehicle-treated (*n* = 17) Adipo^∆/∆^ mice. Scale bar = 100 μm. *p* = 0.0053. Data were derived from three pooled independent experiments. All data are represented in means ± SEM. Two-tailed Mann−Whitney tests were used to determine statistical significance. ns *p* > 0.05; *p < 0.05; **p < 0,01; ***p < 0.001. Source data are provided as a Source Data file.

### Monocytes regulate BAT expansion via Podoplanin engagement

Previous data demonstrated that myeloid cells could modulate tissue expansion by interacting with stromal fibroblastic reticular cells (FRCs)^27^. Thus, we sought to determine whether monocytes in BAT might interact with fibroblasts to favor tissue expansion. Using α-SMA staining, we identified the presence of α-SMA^+^ cells with a fibroblastic morphology in the BAT of Adipo^Δ/Δ^ mice, suggesting the existence of activated fibroblasts in expanding BAT (Fig. S5A). To test whether monocytes could interact with fibroblasts, we co-cultured mouse embryonic fibroblasts (MEFs) with primary blood monocytes. Monocyte addition induced an increase in fibroblast cellular area (Fig. 5A, B). Importantly, we observed increased numbers of cell protrusions in MEFs cultured in the presence of blood monocytes (Fig. 5A, B). We next investigated whether this interaction required a cell-to-cell contact, or alternatively was mediated by soluble mediators. In a transwell experiment, allowing for physical separation between fibroblasts and monocytes, we observed that fibroblast spreading occurred even in the absence of direct contact with monocytes (Fig. 5A, B). These results indicated that monocyte interaction with fibroblasts induced changes in their morphology. Therefore, we investigated whether these morphological changes were paralleled by modulations of fibroblast mechanical properties. Using a traction force microscopy approach, we observed that fibroblasts co-cultured with monocytes exerted increased traction forces on their substrate (Fig. 5C, D). This observation was also repeated when using a transwell system, confirming that cell-contact between MEFs and monocytes was not required for modulations of fibroblast activation (Fig. 5C, D).

**Fig. 5:**
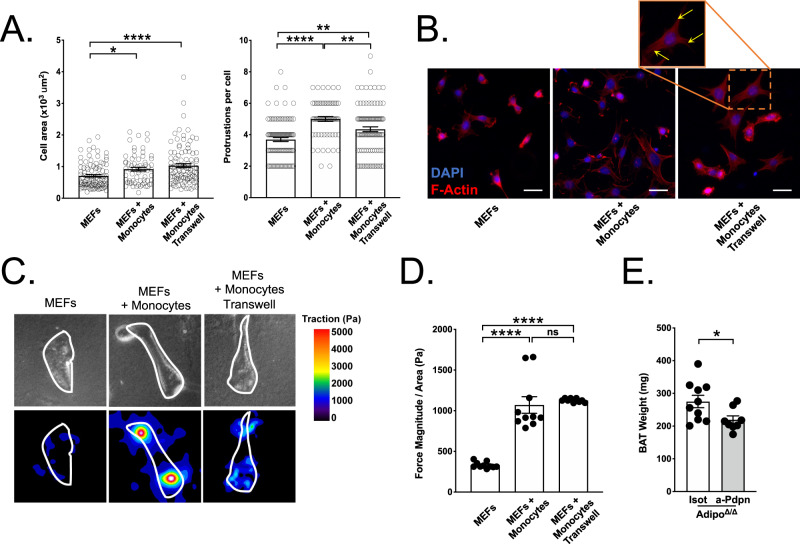
Monocyte interaction with fibroblasts through the Podoplanin axis is required for BAT expansion. **A** Quantification of MEF morphological features after a 18 h co-culture experiment with monocytes placed in the same well or in a transwell insert with 0.4 μm pores. Each dot represents a cell. *n* = 101 (MEFs), 64 (MEFs + Monocytes) and 103 (MEFs + Monocytes Transwell) cells representative of three independent experiments. *: *p* = 0.0257, ****: *p* = <0.0001 (left). **: *p* < 0.01, ****: *p* < 0.0001(right). **B** Representative images of MEF morphology after a 18 h co-culture experiment with monocytes placed in the same well or in a transwell insert with 0.4 μm pores. F-actin was revealed using phalloidin staining. Yellow arrows indicate protrusions. Scale bar = 20 μm. Representative heat map (**C**) and quantification (**D**) showing contractile forces generate by MEFs plated on 8 kPa hydrogel after a 18 h co-culture experiment with monocytes placed in the same well or in a transwell insert with 0.4 μm pores. Mean of *n* = 10 wells per condition. ****: *p* < 0.0001. **E** Brown adipose tissue weight in anti-Podoplanin (*n* = 8) or isotype control-treated (*n* = 10) Adipo^∆/∆^ mice. *p* = 0.0363. Panels **A**, **B** are representative of three independent experiments. Panel **D** is representative of two independent experiments. Panel **E** represents pooled data from two independent experiments. All data are represented in means ± SEM. Ordinary one-way ANOVA with Bonferroni post-test were used to determine statistical significance in panels (**A**, **D**). A two-tailed Mann−Whitney test was used to determine statistical significance in panel (**E**). ns *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. Source data are provided as a Source Data file.

Myeloid cells were previously shown to favor tissue expansion through the CLEC-2-Podoplanin (Pdpn) axis^27^. CLEC-2 expression was documented on immune cells, including dendritic cells^28,29^. We aimed to investigate whether BAT immune cells express CLEC-2. Flow cytometry analysis revealed that BAT macrophages, and to a lesser degree BAT monocytes, express detectable CLEC-2 levels on their cell-surface (Fig. S5B). We next decided to inquire whether Pdpn engagement is involved in BAT expansion. When we included a Pdpn-blocking antibody to our in vitro co-culture system, we observed that fibroblast spreading was prevented, demonstrating the role of these factors in our system (Fig. S5C). In vivo, Pdpn blocking blunted BAT expansion in Adipo^Δ/Δ^ mice, similarly to MC-21 treatment (Fig. 5E). Flow cytometry analysis demonstrated that administration of Pdpn blocking Ab had no effect on monocyte and macrophage numbers in BAT (Fig. S5D). This observation was not surprising since Pdpn engagement occurs downstream of monocyte BAT recruitment. Furthermore, we analyzed serum NEFA, glycerol, and TG levels in Adipo^Δ/Δ^ animals following Pdpn blockade or control treatment. We detected a similar concentration of these metabolites suggesting that blocking Pdpn engagement prevents BAT expansion without affecting systemic NEFA, glycerol, and TG levels (Fig. S5F). Taken together, this set of data identified the Pdpn axis as a central regulator of BAT expansion.

## Discussion

Although macrophages were detected in previous single-nuclei RNA-seq analyses of murine and human whole BAT^30,31^, their proportions among total BAT cells were too small to gain detailed insights into their diversity. Using scRNA-seq analysis of BAT CD45^+^ cells, the present study uncovered the co-existence of several macrophage and monocyte subsets in healthy BAT. We found that monocytes intensely contribute to BAT macrophage maintenance. In a genetic model of BAT expansion, we observed a massive monocyte and macrophage recruitment that sustained changes in tissue morphology. This myeloid cell recruitment was BAT-specific and did not affect other adipose tissue depots (EAT) or peripheral tissues. Tissue inflammation remained low as TNFα levels were unchanged in the expanding BAT. However, CCL2 accumulation was paralleled by increased CCR2 signal, suggesting a key role for the CCL2-CCR2 axis in BAT monocyte recruitment. CX3CR1−CX3CL1 interactions have been proposed to be involved in WAT homeostasis. Whether this axis plays a role in BAT macrophage homeostasis remains to be defined. We did not observe a systemic inflammation but found a surprising decrease in blood monocyte counts. Importantly, in this scenario medullary hematopoiesis was not affected. Monocyte depletion compromised BAT expansion and modulated BAT architecture, thus suggesting a key role of monocytes or monocyte-derived macrophages during BAT expansion. Whether a specific population of BAT monocytes or macrophages is responsible for BAT expansion remains to be defined.

Monocytes play a key role, beneficial or detrimental, during many pathological conditions, and controlling their numbers and functions could improve disease outcome. For example, during cardiovascular disease development, monocyte counts are an independent risk factor^32,33^. Mice living at thermoneutrality (30 °C) have lower peripheral blood monocytes^25^. Interestingly, in this scenario monocytes accumulated inside the bone marrow. This was paralleled by a lower CCR2 signal in brown fat, suggesting altered monocyte recruitment in this organ^25^. Importantly, the recruitment of CCR2^+^ cells to subcutaneous adipose tissue, but not to BAT contributes to adaptive thermogenesis during cold exposure^34^. Whether monocyte recruitment to BAT favors thermogenesis and heat dissipation remains to be established. In our study, we revealed that monocyte depletion favors a multilocular phenotype in BAT adipocytes. This parameter might reflect local thermogenesis. In a mouse model of burn injury, CCR2^+^ cells were also shown to contribute to adipose tissue thermogenesis^35^. On the other hand, during cold exposure blood monocyte counts are increased in both mice and humans and this is mirrored by augmented adipose tissue lipolysis^25^. Mice with constitutive *AdipoQ*-driven ATGL deficiency display reduced BAT *Ucp1* expression^36^, paralleled by increased *CCL2* and *TNFα* expression^37^. We did not detect significant BAT inflammation in our short-term tamoxifen-induced setup, but rather a very specific CCL2-mediated monocyte recruitment. The precise cellular source of BAT-produced CCL2, and its contribution to tissue architecture remain to be established. Brown fat lipolysis is dispensable for thermogenesis, and *Ucp1* levels remain stable in mice specifically lacking BAT lipolysis^18,19^. Importantly, accumulation of BAT macrophages and monocytes still occurred in BAT^Δ/Δ^ animals, suggesting that local, rather than systemic ATGL-deletion, leads to monocyte recruitment.

Monocyte recruitment to BAT allows optimal tissue expendability. Previous work established the involvement of myeloid cells in the control of tissue contractility and the ability to expand^27,38^. The engagement of the Podoplanin-CLEC-2 axis modulates lymph node fibroblastic reticular cells stiffness and favors lymph node relaxation. Whether this mechanism occurs in other tissues, and in BAT, in particular, remains to be defined. We were able to detect CLEC-2 expression on BAT macrophages and monocytes. Moreover, we observed that blocking podoplanin prevented BAT expansion in vivo. Extracellular matrix modulations during diabetes modulate key adipocyte metabolic functions including lipolysis and glucose handling^39^. One could expect that macrophages, and notably CD226^high^ macrophages from cluster 5, are involved in this process and could regulate BAT function. Establishing genetic or pharmacological models allowing for the selective depletion of these cells will provide a unique opportunity to define their precise function.

BAT expansion and whitening are characterized by CLS appearance and collagen accumulation^20^. Whether monocytes participate to BAT CLS formation or, alternatively, locally resident BAT macrophages are solely involved in this mechanism, remains to be completely established. Our data show that depletion of CCR2^+^ cells, likely monocytes, leads to increased frequency of CLS in the BAT of Adipo^Δ/Δ^ mice. This might be due to the accumulation of dead or dying adipocytes in the absence of monocyte BAT recruitment, suggesting that monocytes play a key role in maintaining BAT homeostasis. Limited BAT expansion in CCR2-depleted mice could also be due to affected adipocyte lineage generation. Whether adipocyte generation is altered in monocyte-depleted animals is an intriguing question that is beyond the scope of interest of the current manuscript.

Thus, controlling macrophage numbers in healthy and inflamed tissues seems critical. Previous work demonstrated the existence of brown adipose tissue-resident macrophages. These cells have been shown to control local neuron network density and the subsequent norepinephrine production and thermogenesis^16^. We found here that healthy and inflamed BAT contains four different macrophage subsets. Further work is required to establish the precise function of each population through the generation of specific genetic models or pharmacological inhibitors.

## Methods

### Mice

#### Generation of Adipo^Δ/Δ^ and BAT^Δ/Δ^ mice

*Pnpla2*^*fl/fl*^ [B6N.129S-Pnpla2^tm1Eek^/J], *CX3CR1*^*gfp*^ [B6.129P-Cx3cr1^tm1Litt^/J], and *TdTomato*^*fl/fl*^ [B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J] mice were crossed together and then crossed to *AdipoQ*^creERT2^ [C57BL/6-Tg(Adipoq-cre/ERT2)1Soff/J] or *Ucp1*^Cre^ [B6.FVB-Tg(Ucp1-cre)1Evdr/J] mice (all mice were purchased from The Jackson Laboratory; Ucp1^cre^ mice were kindly provided by Dr. Jean-François Tanti). *CCR2*^creERT2^ [C57BL/6NTac-Ccr2^tm2982^(T2A-Cre7ESR1-T2A-mKate2)] mice were kindly provided by Dr. Burkhard Becher and crossed to *TdTomato*^*fl/fl*^ and *CCR2*^GFP^ [B6(C)-Ccr2^tm1.1Cln^/J] provided by Dr. Marco Colonna^40,41^. For each experiment, co-housed littermate controls were used. Animal protocols were approved by the Institutional Animal Care and Use Committee of the French Ministry of Higher Education and Research and the Mediterranean Center of Molecular Medicine (INSERM U1065) and were undertaken in accordance with the European Guidelines for Care and Use of Experimental Animals. Animals had free access to food and water and were housed in a controlled environment with a 12 h light–dark cycle and constant temperature (20−23 °C).

#### Induction of the Cre recombinase

At 21 days-old (P21) mice were weaned and co-housed under a 12 h light/dark cycle. One week later, at P28, *Adipo*^*Δ/Δ*^ mice were injected every two days intra-peritoneally with either 10 mg/ml Tamoxifen (200μL per mouse in 10% EtoH and sunflower oil) or vehicle, for 1 week. Then, mice were allowed to rest for 2 weeks. Mice were then sacrificed, and tissues were harvested for further investigations. *BAT*^*Δ/Δ*^ mice were analyzed when 6–8-week-old.

### Conditional labeling of CCR2^+^ monocytes

*CCR2*^creERT2^*TdTomato* reporter mice were treated with tamoxifen dissolved in corn oil (20 mg/mL) by a single oral gavage (250 µL/mouse). Forty-eight hours later, animals were sacrificed and assessed for labeling efficiency in blood and BAT by flow cytometry.

### Monocyte depletion protocol

Mice were injected every two days intra-peritoneally with 10 mg/ml Tamoxifen (200 μL per mouse in 10% EtoH and sunflower oil) for 1 week and were then allowed to rest for 1 week. Mice were then injected intra-peritoneally once a day for 5 days with 20 μg MC-21 (anti-CCR2) antibody or vehicle (PBS), and were sacrificed 16 h after the last injection for further investigations.

### In vivo Podoplanin blockade

Mice were injected every two days intra-peritoneally with 10 mg/ml Tamoxifen (200 μL per mouse in 10% EtoH and sunflower oil) for 1 week and were then allowed to rest for 1 week. Mice were then injected intra-peritoneally with 100 μg anti-Podoplanin or isotype control once every two days for 6 days (three injections), and were sacrificed 16 h after the last injection for further investigations.

### Genotyping

All primer sequences used for genotyping in this study are indicated in Supplementary Table 1.

DNA was extracted from tail biopsies by incubation with 50 mM NaOH for 30 min at 95 °C. DNA was amplified by PCR using DreamTaq Green PCR Master Mix (2X) (Thermo Scientific) and the following primers recognizing the sequences of the *AdipoQ*, *Pnpla2* (coding for ATGL), *TdTomato,* or *CX3CR1* gene.

PCR products were visualized on a 2% agarose gel.

Control mice present a single band 235 bp for *Pnpla2*, 410 bp for *CX3CR1*, 297 bp for *TdTomato,* and 514 bp for *CCR2*. Homozygotes mutant mice present a single band of 390 bp for *Pnpla2*, 500 bp for *CX3CR1*, 196 bp for *TdTomato*, 150 bp for *CCR2(GFP)*, 341 bp for *CCR2(creERT2)*. Heterozygote mice present each band of control and mutant genotype for these genes. The presence of the *AdipoQ*^creERT2^ allele is indicated by a 272 bp band, with an internal control 175 bp band. Control mice only present the internal control band.

### Metabolite analyses

#### Glycerol, TG, and NEFA analysis

Glycerol, TG, and NEFA contents were measured from serum. Free glycerol reagent and standard were used according to the manufacturer’s protocol. NEFA-HR2 R1 + R2 FUJIFILM were used according to the manufacturer’s protocol.

#### Free fatty acids quantitation by NCI-GCMS

Deuterated fatty acids were from Cayman (Bertin Pharma, Montigny le Bretonneux, France). Chemicals of the highest grade available were purchased from Sigma Aldrich (Saint-Quentin Fallavier, France). LCMSMS quality grade solvents were purchased from Fischer Scientific (Illkirch, France). Plasma was spiked with 5 µL of free fatty acids internal mix containing 635, 326, 95 ng, of linoleic acid d4, arachidonic acid-d8, DHA-d5, respectively. Plasma was mixed with 1.2 ml of Dole’s reagent (Isopropanol/Hexane/Phosphoric acid 2 M 40/10/1 v/v/v). Free fatty acids were further extracted with 1 ml of Hexane and 1.5 ml of distilled water. Organic phase was collected and evaporated under vacuum. Fatty acids were analyzed as pentafluorobenzyl esters (PFB-FAs esters) by GCMS in negative chemical ionization mode. Calibration curves were obtained using linoleic acid (0.5−18 ng) arachidonic acid (0.3−11 ng) docosahexaenoic acid (0.1−3.5 ng) and docosapentaenoic acid (0.1−3.5 ng) extracted by the same method used for plasma. Linear regression was applied for calculations.

### Western blotting

Tissues were harvested with a precellys (Bertin Instruments) in RIPA buffer. Tissues homogenate was then agitated for 1 h at 4 °C before being centrifuged at 14000 × *g* for 10 min at 4 °C. Supernatants were used for SDS-PAGE. Protein samples were resolved on 10% SDS-PAGE gels and were then transferred onto polyvinylidene difluoride (PVDF) membrane using a wet transfer system. Membranes were blocked in 5% (w/v) BSA in Tris-buffered saline-Tween (TBST) for one hour at room temperature. Membranes were incubated with primary antibody (HSP90 diluted in 4% BSA or ATGL diluted in 10% nonfat dry milk) overnight at 4 °C followed by the appropriate horseradish peroxidase-conjugated secondary antibody for 2 h at room temperature. Proteins were detected by ECL chemiluminescence (Pierce).

### Flow cytometry analysis

All antibodies, supplier names, clones, and catalog numbers used in this study are provided in Supplementary Table 2. All antibodies were diluted according to the manufacturer’s instructions.

#### Blood analysis

Just before the animal sacrifice, few drops of blood were collected by submandibular bleeding. Lysing buffer was used for red blood cells lysis. Cells were then centrifuged (400 × *g*, 5 min at 4 °C) and stained for 25 min protected from light in FACS buffer (RPMI medium, 0.3 mM EDTA, and 0.06% BSA). Cells were then washed, centrifuged and data were acquired on BD FACS Canto flow cytometer. Analysis was performed using FlowJo software (Tree Star).

#### Tissue analysis

Adipose tissues were harvested, shredded with scissors, and then incubated for 30 min with PBS containing 1.5 mg/ml collagenase A at 37 °C. Digested adipose tissue was homogenized using a 1 mL syringe with a 20G needle and passed through a 100 µm sieve. Spleens were crushed with a piston in PBS through a 100 µm sieve. The resulting suspension was lysed and processed as described in the previous paragraph.

Femurs and tibias were harvested and flushed with FACS buffer. Cells were then centrifuged (400 × *g*, 5 min at 4 °C), lysed, and stained as previously described.

#### BrdU protocol

Mice were injected with BrdU 16 h prior experiments. Blood and tissues were then processed and analyzed by flow cytometry as previously described.

### Histology

Tissues were harvested and fixed in PFA-sucrose 30% 2 h at room temperature, then overnight at 4 °C. First, a paraffin infiltration was performed to dehydrated tissues (Myr Spin Tissue Processor STP 120). Then, tissues were embedded in paraffin (Center d’inclusion EC350-B&PMP). 7 μm sections were performed using a HM340E microtome (Microm Microtech, Francheville France) and immuno-stained as follow.

### Immunostaining

Paraffin sections were de-paraffinized and H&E stained or rehydrated by washes in 100% xylene, 100% ethanol, 95% ethanol, 70% ethanol, and then washed in phosphate-buffered saline (PBS). Heat-induced antigen retrieval of sections was carried out using IHC Antigen retrieval solution (eBiosciences) and then washed in PBS. Sections were then blocked for 1 h in buffer (1% BSA, 1% Tween, in PBS), then incubated with primary antibodies overnight at 4 °C. Slides were then stained with DAPI (1 µg/mL) and secondary antibodies for 1 h at room temperature, and then washed thoroughly. Coverslips were mounted with ImmunoHistoMount. Following co-culture experiments, cells were fixed and incubated with PBS containing 1% BSA 1% Tween for 1 h. Cells were stained with DAPI and Texas Red Phalloidin for 1 h at room temperature, and then washed thoroughly. Coverslips were then mounted with ImmunoHistoMount. Immunostaining and histology data were analyzed using the Fiji-2 software^42^.

### Co-culture experiments

MEFs were cultured in DMEM medium containing 10% FBS, 4.5 g/L Glucose, 2 mM L-Glutamine, 1 mM Sodium Pyruvate, 50 U/mL Penicillin, 50 μg/mL Streptomycin. Monocytes were purified from the blood of C57BL/6 wild-type mice. Blood was collected by submandibular bleeding just before the animal sacrifice. Lysing buffer was used for red blood cells lysis. White blood cells were resuspended in FACS Buffer and stained with a depletion cocktail containing biotin-conjugated anti-CD3, anti-B220, anti-NK1.1, anti-Ly6G, anti-Ter119, and anti-SiglecF. Cells were then incubated with anti-biotin microbeads (Miltenyi Biotech) and passed through Miltenyi columns following the supplier’s instructions. The flowthrough was collected and passed a total of four times on Miltenyi columns for optimal monocyte enrichment.

3 × 10^4^ MEFs were platted on glass coverslips in 24 well plates and left to adhere for 8 h before the addition of monocytes and/or anti-podoplanin. 1.5 × 10^4^ monocytes were directly put in contact with MEFs or placed in cell culture inserts with 0.4 μm pores. Additionally, the podoplanin blockade was realized when indicated by adding 2 μg/mL anti-podoplanin (8.1.1 clone). Eighteen hours after addition of monocytes and/or anti-podoplanin, medium was removed, cells were washed once with PBS and fixed in 4% PFA for 20 min.

### Traction force microscopy

Contractile forces exerted by MEF on 8 kPa hydrogels were assessed by traction force microscopy essentially as described (Liu et al. 2016). Briefly, polyacrylamide substrates with shear moduli of 8 kPa conjugated with fluorescent ed latex microspheres (0.5 μm, 505/515 ex/em) were purchased from Matrigen. MEF were plated on fluorescent bead-conjugated discrete stiffness gels and grown for 24 h, at which time they were treated with the indicated treatments for 18 h before traction force measurements. Images of gel surface-conjugated fluorescent beads were acquired for each cell before and after cell removal using a Axiovert 200 M motorized microscope stand (Zeiss) and a ×32 magnification objective. Tractions exerted by MEF were estimated by measuring bead displacement fields, computing corresponding traction fields using Fourier transform traction microscopy, and calculating root-mean-square traction using the PIV (particle Image velocity) and TFM (Traction force microscopy) package on ImageJ (Tseng et al. 2012). To measure baseline noise, the same procedure was performed on a cell-free region.

### Positron emission tomographic imaging/computed tomography (PET/CT) and post-PET biodistribution of ^64^Cu-DOTA-ECL1i

For PET/CT, 45−60 min dynamic scan was performed after the injection of ^64^Cu-DOTA-ECL1i (3.7 MBq in 100 μL saline) via tail vein with Inveon PET/CT system (Siemens, Malvern, PA). The PET images were reconstructed with the maximum a posteriori algorithm and analyzed by Inveon Research Workplace. The organ uptake was calculated as the percent injected dose per gram of tissue in three-dimensional regions of interest without the correction for partial volume effect. Right after PET/CT, the mice were euthanized by cervical dislocation. Organs of interest were collected, weighed, and counted in a Beckman 8000 gamma counter (Beckman, Fullerton, CA). Standards were prepared and measured along with the samples to calculate the percentage of the injected dose per gram of tissue.

### Autoradiography

After the collection of BATs, the radio activities in the tissues were detected by autoradiography using a Storm 840 Phosphorimager (GE, Marlborough, MA).

### Single-cell RNA-seq data analysis

#### Cell preparation

Adipose tissues were harvested, shredded with scissors, and then incubated for 30 min with PBS containing 1.5 mg/ml collagenase A at 37 °C. Digested adipose tissues were homogenized using a 1 mL syringe with a 20G needle and passed through a 100 µm sieve. The resulting suspensions were centrifuged (400 × *g*, 5 min, 4 °C) and stained with anti-CD45-APC-Cy7 antibody. Cells were washed and passed again through a 100 µm sieve. Unstained cells were acquired to measure autofluorescence. Dapi was added to the cell preparation before the acquisition, and CD45^+^ Dapi^−^ cells were purified using a BD FACS Aria III cell sorter.

#### Sequencing

Cells were loaded on a Chromium Controller (10x Genomics) with a target output of 5000 cells per sample. Reverse transcription, cDNA synthesis/amplification, and library preparation were performed according to the 10x Genomics protocol (Chromium™ Single Cell 3′ Reagent Kit, v3.1 Chemistry). scRNA libraries were sequenced on an Illumina NextSeq 500/550 High Output flowcell: the forward read had a length of 28 bases that included the cell barcode and the UMI; the reverse read had a length of 55 bases that contained the cDNA insert.

Alignment, barcode assignment, and UMI counting with Cell Ranger v4.0.0 were used to perform sample demultiplexing, barcode processing, and single-cell 3ʹ counting. Cell Ranger’s mkfastq function was used to demultiplex raw base call files from the HiSeq4000 sequencer into sample-specific FASTQ files.

Barcodes in both samples that were considered to represent noise and low-quality cells were filtered out using knee-inflection strategy available in DropletUtils^43^ package (version 1.4.3). For analysis, Seurat package (version 3.1.0)^44^ was used, genes which express in less than two cells and cells which have non-zero counts in less than 200 genes were additionally filtered from both barcode expression matrices, and the result matrices were used as analysis inputs. 

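In the deposited counts, mitochondrial genes held a median of 1.91% of the UMIs of a control barcode and 2.80% of those of a AdipoΔ/Δ barcode. A limit of 2%, together with at least 200 detected genes, kept 1306 control barcodes (50.3%) and 889 AdipoΔ/Δ barcodes (37.3%). The limit of 10% was set by a rule that held for the case that less than 50% of the barcodes of a library passed the limit of 2%.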

The fraction of mitochondrial genes was calculated for every cell, and cells with a mitochondrial fraction >2% were filtered out. After all filtering procedures, 2,242 cells were left in the scRNA-seq data of control sample, and 2,139 cells were left in scRNA-seq of Adipo^Δ/Δ^ sample.

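Under the limit of 10%, 68 control and 56 AdipoΔ/Δ barcodes were lost to the minimum of 200 detected genes, and the remaining losses to the mitochondrial limit. With a limit of 5%, 2068 control and 1701 AdipoΔ/Δ cells were kept, and with no mitochondrial limit 2529 and 2325. With at least 500 detected genes in place of 200, these numbers were 2046 and 1805.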

Both samples were normalized using *SCTransform* function with mitochondrial percentage as a variable to regress out in a second non-regularized linear regression. For integration purpose, variable features across the samples were selected by *SelectIntegrationFeatures* function with the number of features equal to 2000. Then the object was prepared for integration (*PrepSCTIntegration* function), the anchors were found (*FindIntegrationAnchors* function) and the samples were integrated into the whole object (*IntegrateData* function). The dimensionality of the object was reduced by principal component analysis, and the first 20 principal components (PCs) were used further to generate uniform manifold approximation and projection (UMAP) dimensionality reduction by *RunUMAP* function. Graph-based clustering was run using *FindNeighbors* and *FindClusters* with a resolution of 1.0 and the first 20 PCs as input, and the 17 clusters were identified. In order to exclude the technical bias across the samples, both the counts slot from *SCTransform* assay and the data slot from integrated assay were used as input for trajectory inference.

For visualization purposes, the custom labels were assigned to several clusters by merging multiple clusters for simplification (e.g., clusters 5, 6, and 14 were merged as T cells, clusters 4, 16 were merged as B cells and clusters 3, 15 were merged as NK cells). Violin plots were drawn using the *data* slot of *SCT* assay. To generate pathway enrichment plots we took the expression of genes from the pathway from the *data* slot of *SCT* counts assay, used standard normalization (z-score) for these vectors, and then calculated the average vector. The gene signature heatmap was drawn using the scaled *data* slot of the *integrated* assay.

For trajectory analysis, clusters assigned as monocytes and macrophages were used, and infer_trajectory function from the dyno package (version 0.1.2) was used with the available slingshot^45^ singularity container (version 1.0.3). Trajectory visualization was implemented after dimensionality reduction by UMAP using dimred_umap function.

### Real-time qPCR

All primer sequences used for RT-qPCR are indicated in Supplementary Table 1.

Total RNA was isolated using the RNeasy Plus Mini Kit and quantified using a Nanodrop. cDNA was prepared using 2,77 ng/μl total RNA by a RT-PCR using a high-capacity cDNA reverse transcription kit according to the manufacturer’s instructions. Real-time qPCR was performed on cDNA using SYBR Green and *GAPDH*, *ß-Actin*, *CXCL12*, *CCL2,* or *TNF-α* forward and reverse primers (Invitrogen). qPCRs were performed on the StepOne device (Applied Biosystem). Results were normalized on GAPDH or ß-Actin gene expression. All conditions were performed in triplicates. All fold changes are expressed normalized to the untreated control.

### ELISA assays

BATs were harvested and flash-frozen in liquid nitrogen. At the time of the experiment, tissues were homogenized in 500 µL sodium acetate solution (0.2 M, pH 4.5) using Precellys tissue homogenizer and centrifuged at 800 × *g* for 10 min at room temperature to pellet debris.

Mouse CXCL12 or CCL2 assays were performed on mice serum or tissue homogenates according to the recommended manufacturer instructions.

### Statistical analysis

All the data of this paper are expressed in mean ± SEM. Mann−Whitney test was performed with GraphPad Prism 8 software to test the samples significance (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Gene expression data (scRNA-seq) used in this study have been uploaded to the Gene Expression Omnibus (GEO) repository for public availability under the accession code GSE177635 and can be explored here https://artyomovlab.wustl.edu/scn/?token=GSE177635. All other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Brown adipose tissue monocytes support tissue expansion
**Source:** Nat Commun. 2021 Sep 6;12:5255. doi: 10.1038/s41467-021-25616-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary information for :**

## **Brown adipose tissue monocytes support tissue expansion.**

### **Authors**

Alexandre Gallerand<sup>1£</sup>, Marion I. Stunault<sup>1£</sup>, Johanna Merlin<sup>1</sup>, Hannah P. Luehmann<sup>2</sup>, Deborah H. Sultan<sup>2</sup>, Maria M. Firulyova<sup>3</sup>, Virginie Magnone<sup>4</sup>, Narges Khedher<sup>1</sup>, Antoine Jalil<sup>5</sup>, Bastien Dolfi<sup>1</sup>, Alexia Castiglione<sup>1</sup>, Adeline Dumont<sup>1</sup>, Marion Ayrault<sup>1</sup>, Nathalie Vaillant<sup>1</sup>, Jérôme Gilleron<sup>1</sup>, Pascal Barbry<sup>4</sup>, David Dombrowicz<sup>6</sup>, Matthias Mack<sup>7</sup>, David Masson<sup>5</sup>, Thomas Bertero<sup>4</sup>, Burkhard Becher<sup>8</sup>, Jesse W. Williams<sup>9</sup>, Konstantin Zaitsev<sup>3</sup>, Yongjian Liu<sup>2</sup>, Rodolphe R. Guinamard<sup>1</sup>, Laurent Yvan-Charvet<sup>1</sup> and Stoyan Ivanov<sup>1\*</sup>

£Equal contribution

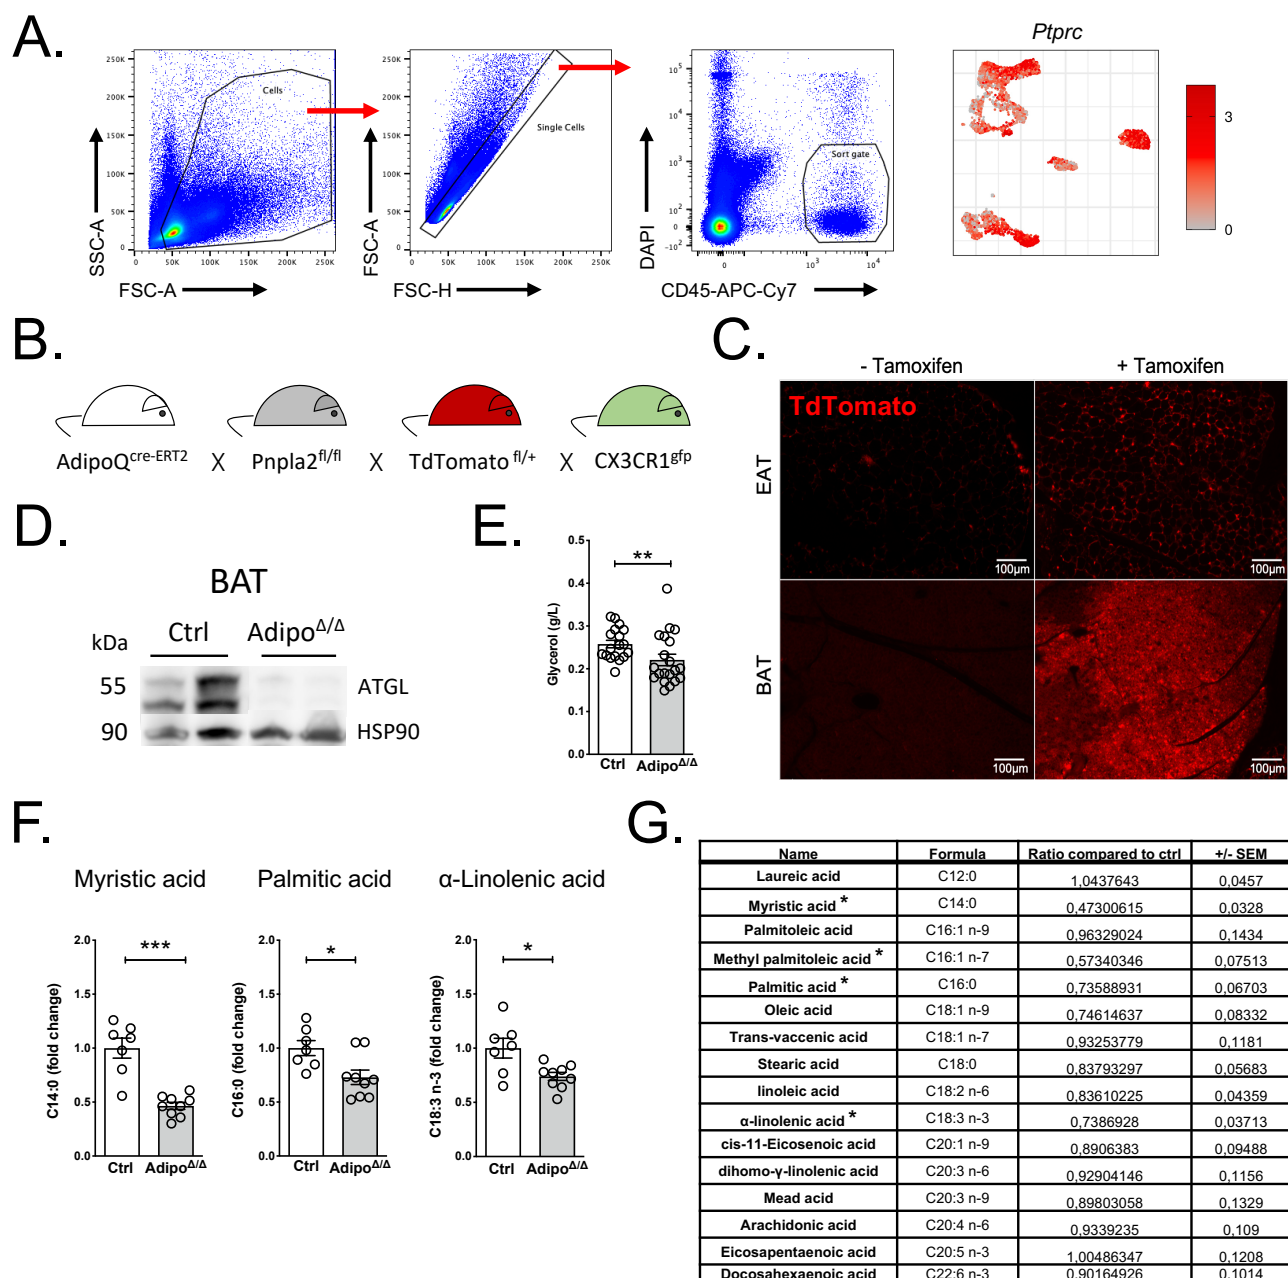

**Figure S1. This figure is related to Figure 1.**

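*Ptprc* (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) encodes CD45. At least 1 *Ptprc* UMI was found in 80.4% (78.7 to 82.0) of control and 80.4% (78.6 to 82.1) of AdipoΔ/Δ cells. After thinning to equal depth, which left out 199 control and 259 AdipoΔ/Δ cells, the shares were 56.5% and 54.4%. All classes in these libraries are leukocyte-like, so there was no class that should lack the gene. The level over all cells was 1050 CPM (1031 to 1070) in control and 939 CPM (921 to 957) in AdipoΔ/Δ mice. By class, it ranged in the control library from 340 CPM in ILC2-like to 1930 CPM in NK cell-like cells.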

(A) (Left) Cell-sorting strategy used for isolation of BAT CD45<sup>+</sup> cells before scRNA-Seq and (right) Single Cell RNA-Seq analysis of *Ptpcr* expression among BAT CD45<sup>+</sup> cells (B) Breeding scheme for generating Adipo<sup>Δ/Δ</sup> mice. (C) TdTomato reporter expression (red) in epididymal (EAT) and brown (BAT) adipose tissues by fluorescence microscopy. (D) ATGL protein expression in Adipo<sup>Δ/Δ</sup> mice brown adipose tissue (BAT) compared to controls (Ctrl) by Western Blot analysis; HSP90 was used as loading control for protein expression. (E) Glycerol levels in control (n=18) and Adipo<sup>Δ/Δ</sup> (n=20) mice sera. *p* = 0,0096. (F) Myristic acid (C14:0), palmitic acid (C16:0) and α-linolenic acid (C18:3 n-3) levels in control (n=7) and Adipo<sup>Δ/Δ</sup> (n=9) mice sera. *p* = 0,0003 (left), *p* = 0,0115 (middle), *p* = 0,0418 (right). (G) Lipidomic analysis of serum from control and Adipo<sup>Δ/Δ</sup> mice. Data are represented in ratio compared to Ctrl condition ± SEM. Stars indicate a statistically significant difference between controls and Adipo<sup>Δ/Δ</sup> mice (*p* < 0,05).

Panel C is representative of 3 experiments. Panel D represents one experiment. Panel E represents pooled data from 5 independent experiments. Panels F and G represent pooled data from 2 independent experiments. All data are represented in means ± SEM. Two-tailed Mann Whitney tests were used to determine statistical significance in panels E and F. ns *p* > 0,05 ; \* *p* < 0,05 ; \*\* *p* < 0,01 ; \*\*\* *p* < 0,001 ; \*\*\*\* *p* < 0,0001. Source data, and notably uncropped blots for panel S1D, are provided as a Source Data file.

A.

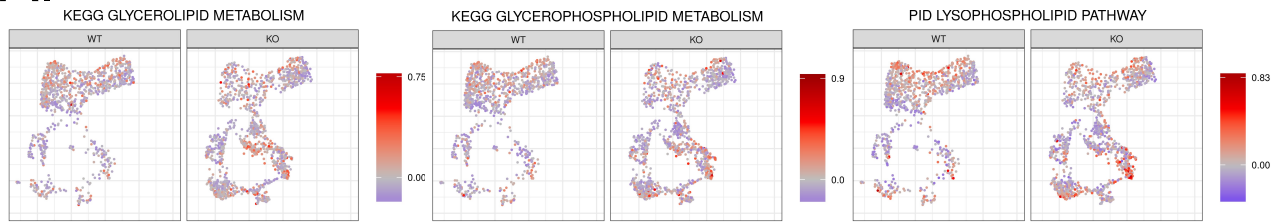

B.

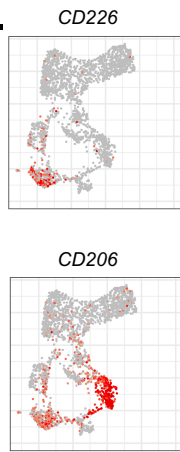

C.

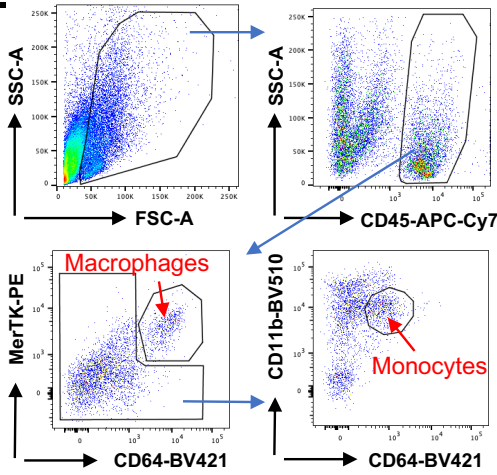

D.

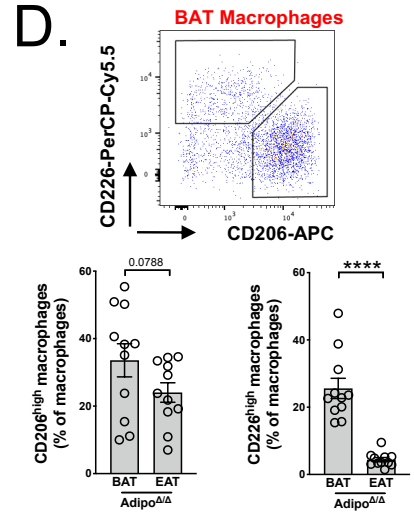

E.

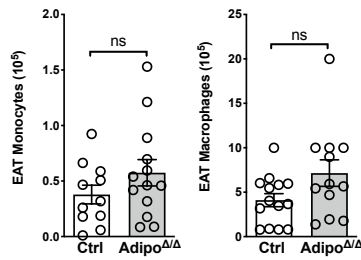

F.

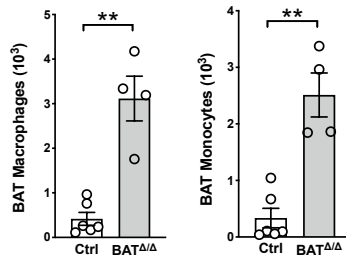

G.

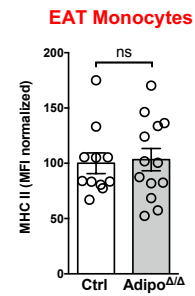

H.

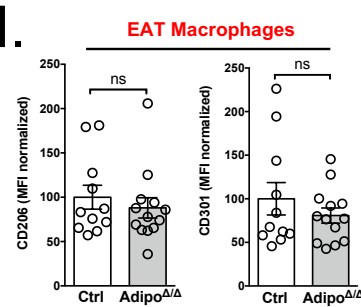

I.

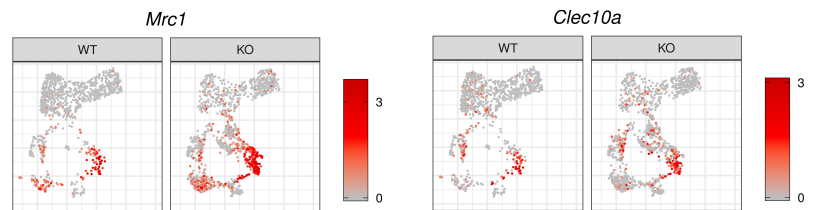

J.

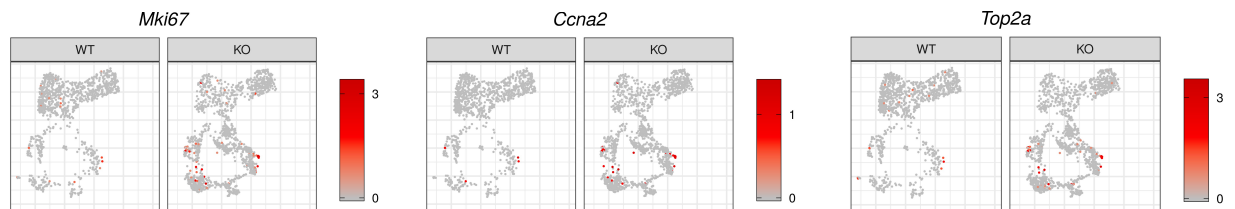

**Figure S2. This figure is related to Figure 2.**

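The pathway sets of this panel were not available. In their place, hand-written lists of 18 glycerolipid and 27 glycerophospholipid metabolism genes were used, and no list was written for lysophospholipids. In macrophage-like cells, the glycerolipid list lay at percentile 48.1 and the glycerophospholipid list at percentile 38.8 of random lists for the ratio of AdipoΔ/Δ over control. In monocyte-like cells these percentiles were 76.6 and 73.1. Set against all cells outside the macrophages, the glycerolipid list of macrophage-like cells lay at percentile 5.34 in the control and 10.3 in the AdipoΔ/Δ library, and the glycerophospholipid list at 59.6 and 99.9.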

(A) Single Cell RNA-Seq analysis of the PID “lysophospholipid metabolism” pathway, the KEGG “glycerolipid metabolism” gene set and the KEGG “glycerophospholipid metabolism” gene set expression. (B) Single Cell RNA-Seq analysis of *Mrc1* and *CD226* expression among BAT monocytes and macrophages. 

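In monocyte-like cells, *Mrc1* was at 5.45 CPM (3.37 to 8.33) in control and 39.3 CPM (31.1 to 48.9) in AdipoΔ/Δ mice. *Cd226* had 2 UMIs in control and 7 in AdipoΔ/Δ monocyte-like cells. Outside the myeloid cells of this panel, *Cd226* was at 69.3 and 131 CPM in T cell-like cells and at 73.8 and 91.5 CPM in NK cell-like cells.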

(C) Gating strategy used for identification of tissue macrophages, and tissue monocytes in mice lacking the *CX3CR1<sup>gfp</sup>* reporter. (D) Representative dot plots (left) and proportions (right) of BAT and EAT CD206<sup>high</sup> and CD226<sup>high</sup> macrophages in Adipo<sup>ΔΔ</sup> mice (n=11).  $p=0,0788$  (left),  $p<0,0001$  (right). (E) Quantification of EAT macrophage and monocyte counts in control (n=11) and Adipo<sup>ΔΔ</sup> (n=16) mice using flow cytometry.  $p=0,3607$  (left),  $p=0,1207$  (right). (F) Quantification of BAT monocyte and macrophage numbers in control (n=6) and BAT<sup>ΔΔ</sup> (n=4) mice using flow cytometry.  $p=0,0095$  (left and right). (G) Quantification of surface MHCII expression on EAT monocytes in control (n=14) and Adipo<sup>ΔΔ</sup> mice (n=15) using flow cytometry.  $p=0,9095$ . (H) Quantification of surface CD206 and CD301 expression by EAT macrophages in control (n=11) and Adipo<sup>ΔΔ</sup> (n=16) mice using flow cytometry.  $p=0,6905$  (left and right). 

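Among myeloid cells other than macrophages, *Mrc1* was at 86.0 CPM (63.2 to 114) in dendritic cell-like cells of the control library and at 138 CPM (113 to 167) in those of AdipoΔ/Δ mice. *Clec10a* was at 218 and 225 CPM in dendritic cell-like cells and at 21.0 and 29.5 CPM in monocyte-like cells. Neutrophil-like cells had 2 and 7 *Clec10a* UMIs.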

(I) Single Cell RNA-Seq analysis of *Mrc1* (CD206) and *Clec10a* (CD301) expression among BAT myeloid cells. (J) Single Cell RNA-Seq analysis of genes involved in cell proliferation.

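By gene, macrophage-like cells had 9 UMIs of *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) in control and 52 in AdipoΔ/Δ mice, or 10.1 and 13.3 CPM, a ratio of 1.32 (0.643 to 3.04). *Top2a* (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) had 9 and 29 UMIs, a ratio of 0.734 (0.338 to 1.76), and *Ccna2* (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150) had 1 and 6. In the unnamed cluster of dividing cells, *Mki67* was at 1719 CPM in control and 711 CPM in AdipoΔ/Δ mice.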

Panel D represents pooled data from 2 independent experiments. Panels E, G and H represent pooled data from 4 independent experiments. Panel F is representative from 2 independent experiments. All data are represented in means  $\pm$  SEM. Two-tailed Mann Whitney tests were used to determine statistical significance. ns  $p>0,05$  ; \*  $p<0,05$  ; \*\* $<0,01$  ; \*\*\*  $p<0,001$  ; \*\*\*\*  $p<0,0001$ . Source data are provided as a Source Data file.

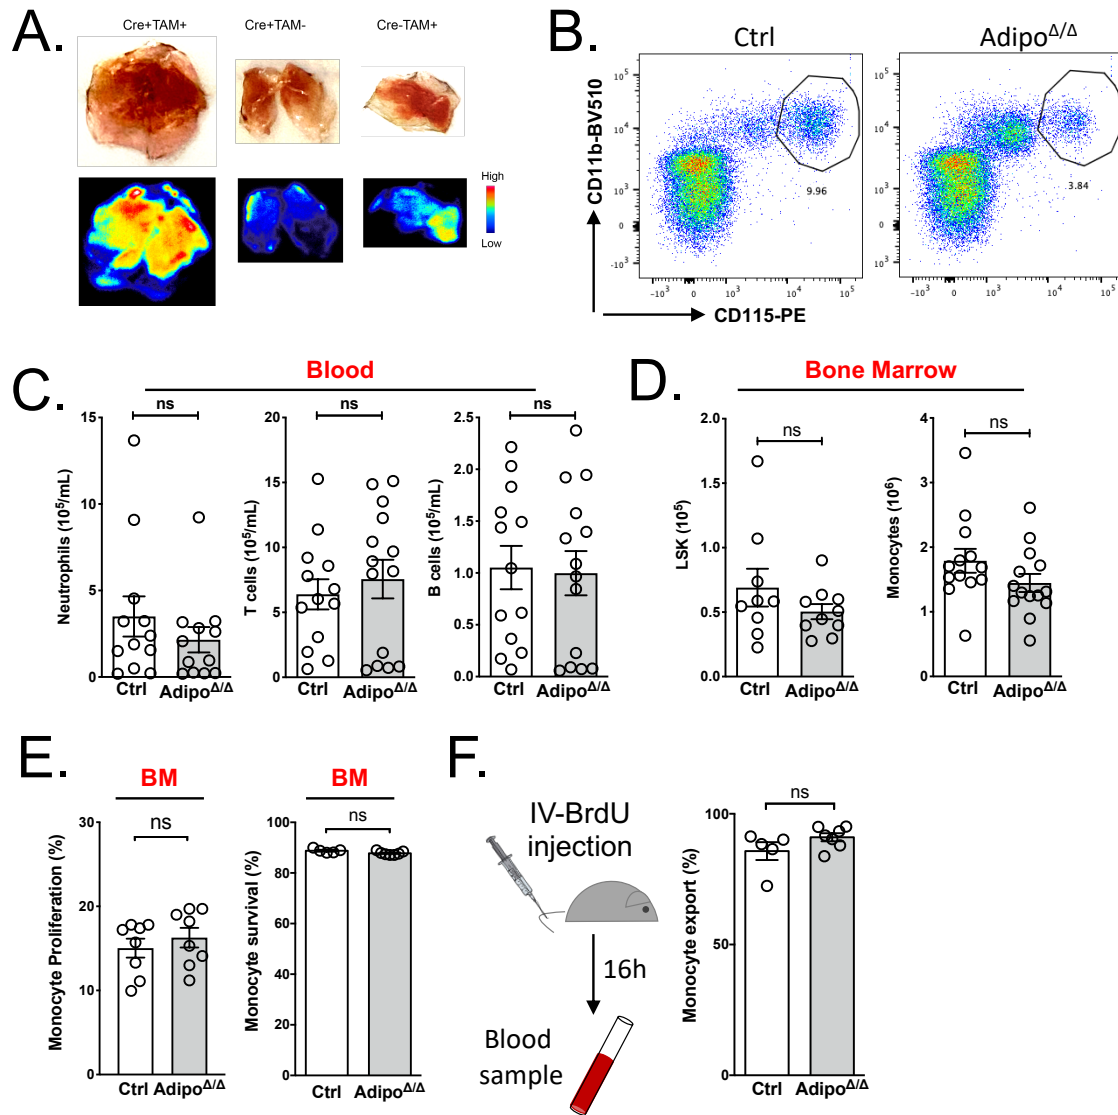

**Figure S3. This figure is related to Figure 3.**

(A) (Top panel) Representative photos showing the enlarged BAT in Adipo $\Delta\Delta$  mice compared to control groups 16 days post-tamoxifen administration. (Bottom panel) Representative autoradiography images showing the increased  $^{64}\text{Cu}$ -DOTA-ECL1i signals in the BAT of Adipo $\Delta\Delta$  mice compared to control groups 16 days post-tamoxifen administration. (B) Representative dot plots of blood monocytes in control and Adipo $\Delta\Delta$  mice. (C) Quantification of blood neutrophil, T cell and B cell counts in control (n=12) and Adipo $\Delta\Delta$  (n=14) mice using flow cytometry.  $p=0.4428$  (left),  $p=0.5826$  (middle),  $p=0.6848$  (right). (D) Quantification of bone marrow LSK (Lin<sup>-</sup>Scal<sup>+</sup>cKit<sup>+</sup>) and monocytes in control (n=9 and 13 respectively) and Adipo $\Delta\Delta$  (n=10 and 14 respectively) mice using flow cytometry.  $p=0.4002$  (left) and  $p=0.0850$  (right). (E) Bone marrow monocyte proliferation rate and survival in control (n=4 and n=5 respectively) and Adipo $\Delta\Delta$  (n=8 and n=7 respectively) mice by flow cytometry.  $p=0.3144$  (left),  $p=0.0657$  (right). (F) Schematic representation of BrdU injection protocol to visualize monocyte export from bone marrow to blood (left) and its quantification by flow cytometry in control (n=5) and Adipo $\Delta\Delta$  mice (n=7).  $p=0.1490$ .

Panels C and D represent pooled data from 4 independent experiments. Panel E (left) represents pooled data from 2 independent experiments. Panels E (right) and F are representative of one experiment. All data are represented in means  $\pm$  SEM. Two-tailed Mann Whitney tests were used to determine statistical significance. ns  $p>0.05$ ; \*  $p<0.05$ ; \*\*  $p<0.01$ ; \*\*\*  $p<0.001$ ; \*\*\*\*  $p<0.0001$ . Source data are provided as a Source Data file.

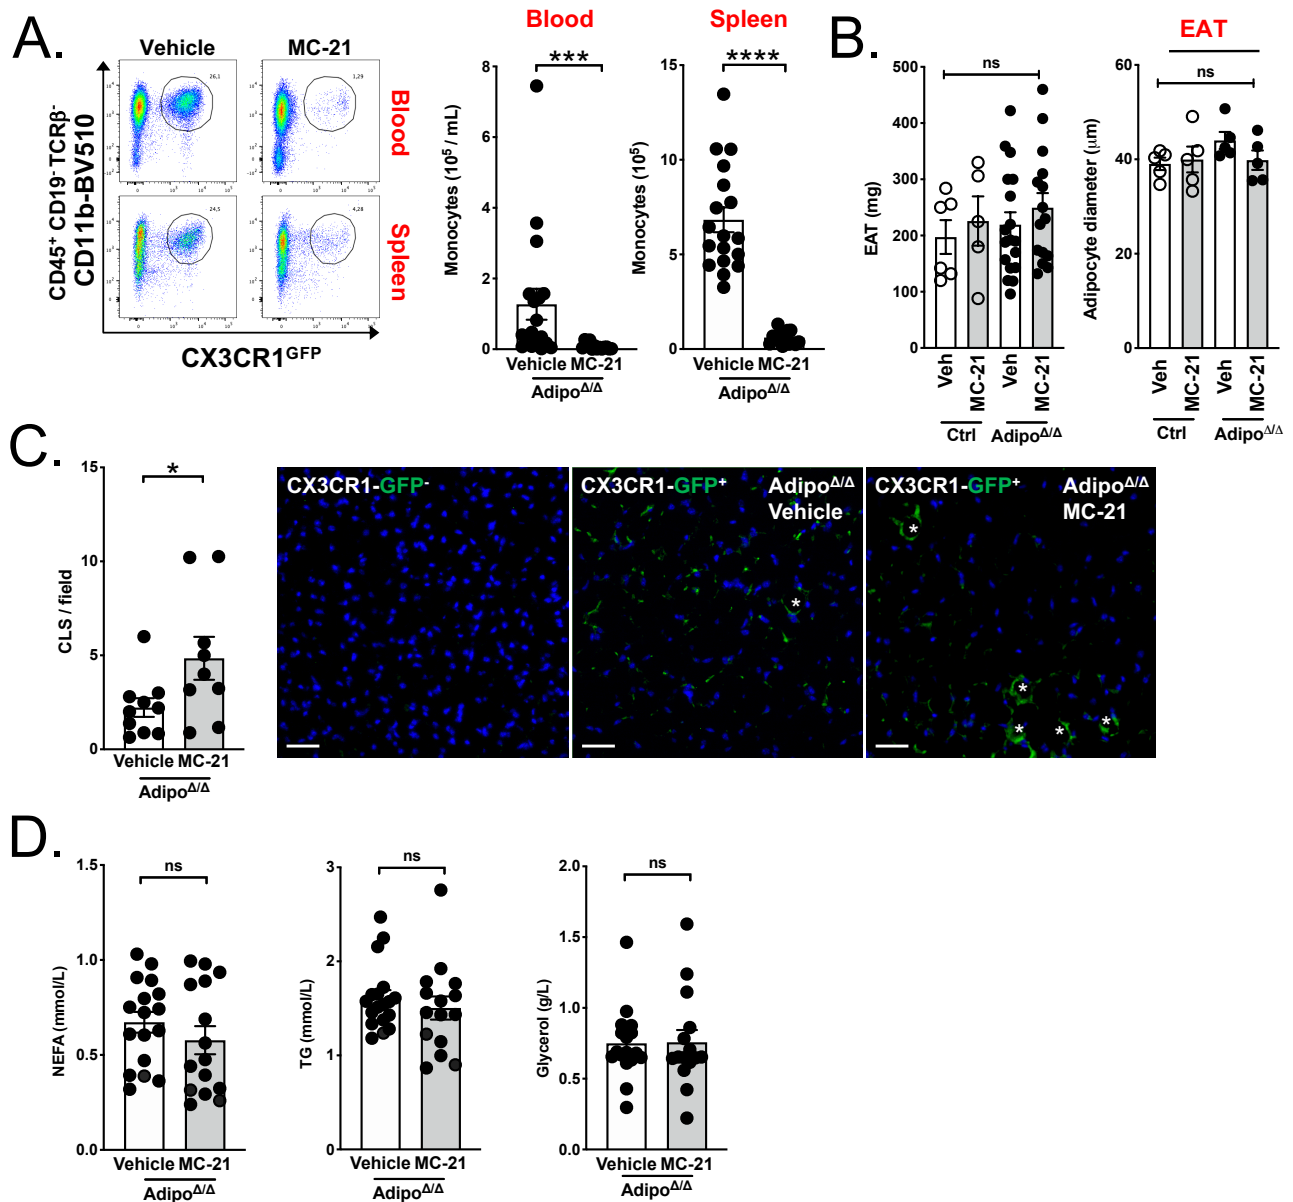

**Figure S4. This figure is related to Figure 4.**

(A) Representative dot plots (left) and quantification (right) of blood and spleen monocytes in MC-21 (n=13 and 15 respectively) or vehicle-treated (n=15 and 18 respectively) *Adipo<sup>ΔΔ</sup>* mice.  $p = 0,0002$  (left) and  $p < 0,0001$  (right). (B) (Left panel) EAT weight of MC-21 or vehicle-treated control (n=5 and 6 respectively) and *Adipo<sup>ΔΔ</sup>* (n=15 and 18 respectively) mice and (right panel) EAT adipocyte diameter measurement.  $p > 0,05$  (all comparisons). (C) Quantification of crown-like structures (CLS) (left) and immunofluorescence microscopy analysis in BAT of control (n=10) and MC-21-treated (n=9) *Adipo<sup>ΔΔ</sup>* mice. *CX3CR1<sup>+/+</sup>* samples were used to determine background signal. White stars indicate crown-like structures. Scale bar = 100μm.  $p = 0,0364$ . (D) Glycerol, TG and NEFA levels in the serum of control (n=17) and MC-21-treated (n=15) *Adipo<sup>ΔΔ</sup>* mice.  $p = 0,2948$  (left),  $p = 0,5800$  (middle) and  $p = 0,4474$  (right).

Data were obtained from 3 pooled independent experiments. All data are represented in means  $\pm$  SEM. Two-tailed Mann Whitney tests were used to determine statistical significance. ns  $p > 0,05$  ; \*  $p < 0,05$  ; \*\*  $p < 0,01$  ; \*\*\*  $p < 0,001$  ; \*\*\*\*  $p < 0,0001$ . Source data are provided as a Source Data file.

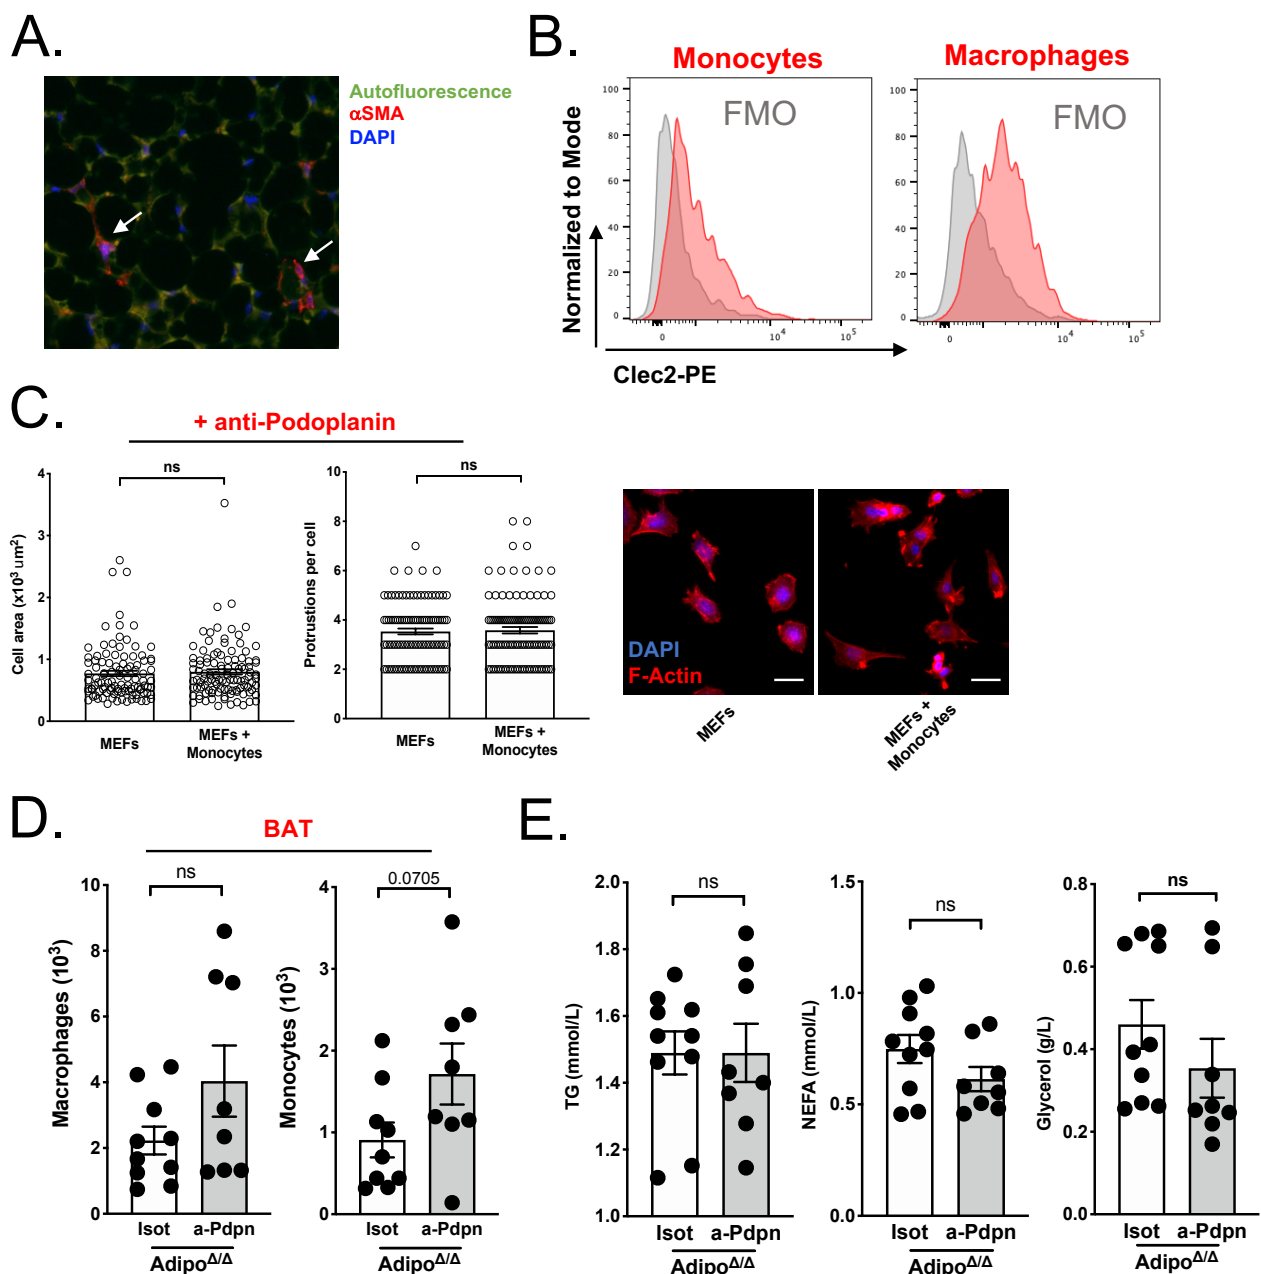

**Figure S5. This figure is related to Figure 5.**

(A)  $\alpha$ -SMA staining (red) in the BAT of Adipo $\Delta\Delta$  mice. Autofluorescence signal (green) is used to show tissue architecture. Data representative of 2 independent experiments. (B) Histograms showing CLEC-2 and FMO stainings among BAT monocytes and macrophages from Adipo $\Delta\Delta$  mice. Data representative of 2 independent experiments. (C) (Left) Quantification of MEF morphological features after a 18hour co-culture experiment with monocytes in the presence of anti-Podoplanin blocking antibody. (Right) Representative images of MEF morphology at the end of the co-culture experiment. Scale bar = 20 $\mu$ m.  $p=0,3784$  (left) and  $p=0,9203$  (right). Data representative of 2 independent experiments. (D) Quantification of BAT macrophage and monocyte numbers in anti-Podoplanin ( $n=8$ ) and isotype control-treated ( $n=10$ ) Adipo $\Delta\Delta$  mice using flow cytometry. (E) Glycerol, TG and NEFA levels in the serum of isotype control ( $n=10$ ) and anti-Podoplanin-treated ( $n=8$ ) Adipo $\Delta\Delta$  mice. Data were obtained from 2 pooled independent experiments.

Panel C is representative of 2 independent experiments. Panels D and E represent pooled data from 2 pooled independent experiments. All data are represented in means  $\pm$  SEM. Two-tailed Mann Whitney tests were used to determine statistical significance. ns  $p>0,05$ ; \*  $p<0,05$ ; \*\*  $p<0,01$ ; \*\*\*  $p<0,001$ ; \*\*\*\*  $p<0,0001$ . Source data are provided as a Source Data file.

## Supplementary Table 1

Primers used for genotyping and RT-qPCR.

| Mouse          | Genotyping Primer sequences |                         |
|----------------|-----------------------------|-------------------------|
| Gene name      | Primer Forward (Left)       | Primer Reverse (Right)  |
| <i>GAPDH</i>   | ACCACAGTCCATGCCATCACTGCCA   | GGCCATCCACAGTCTTCTGC    |
| <i>β-Actin</i> | GAGACCTTCAACACCCC           | GTGGTGGTGAAGCTGTAGGC    |
| <i>CXCL12</i>  | CCAAACTCTCCCCTTCAGAT        | ATTTCTGGGTCAATGCACACT   |
| <i>CCL2</i>    | CATCCACGTGTTGGCTCA          | GATCATCTTGCTGGTGAATGAGT |
| <i>TNF-α</i>   | CACAAGATGCTGGGACAGTGA       | TCCTTGATGGTGGTGCATGA    |

| Mouse          | RT-qPCR Primer sequences  |                         |
|----------------|---------------------------|-------------------------|
| Gene name      | Primer Forward (Left)     | Primer Reverse (Right)  |
| <i>GAPDH</i>   | ACCACAGTCCATGCCATCACTGCCA | GGCCATCCACAGTCTTCTGC    |
| <i>β-Actin</i> | GAGACCTTCAACACCCC         | GTGGTGGTGAAGCTGTAGGC    |
| <i>CXCL12</i>  | CCAAACTCTCCCCTTCAGAT      | ATTTCTGGGTCAATGCACACT   |
| <i>CCL2</i>    | CATCCACGTGTTGGCTCA        | GATCATCTTGCTGGTGAATGAGT |
| <i>TNF-α</i>   | CACAAGATGCTGGGACAGTGA     | TCCTTGATGGTGGTGCATGA    |

## Supplementary Table 2

List of reagents, materials, models and software used.

| Reagent or resource | Source | Identifier |
|---------------------|--------|------------|
|---------------------|--------|------------|

### Antibodies

|                                             |                 |                  |
|---------------------------------------------|-----------------|------------------|
| CD115 PE (clone AFS98)                      | eBioscience     | Cat# 12-1152-82  |
| CD11b Brilliant Violet 510 (cloneM1/70)     | Biolegend       | Cat# 101263      |
| Gr1 PerCP-Cy5.5 (clone RB6-8C5)             | BD Biosciences  | Cat# 552093      |
| Ly6C PerCP-Cy5.5 (clone HK1.4)              | Biolegend       | Cat# 128011      |
| F4/80 PE-Cy7 (clone BM8)                    | Biolegend       | Cat# 123114      |
| CD45 APC-Cy7 (clone 30-F11)                 | BD Biosciences  | Cat# 557659      |
| CD64 Brilliant Violet 421 (clone X54-5/7.1) | Biolegend       | Cat# 139309      |
| CD19 FITC (clone 6D5)                       | Biolegend       | Cat# 115506      |
| CD301 FITC (clone ER-MP23)                  | Bio-Rad         | Cat# MCA2392     |
| MerTK PE (clone 2B10C42)                    | Biolegend       | Cat# 151506      |
| CD11c PE-Cy7 (clone HL3)                    | BD Biosciences  | Cat# 558079      |
| MHC II IA/IE APC (clone M5/114.15.2)        | Biolegend       | Cat# 107618      |
| CD206 PerCp-Cy5.5 (clone C068C2)            | Biolegend       | Cat# 141715      |
| CD206 AF647 (clone C068C2)                  | Biolegend       | Cat# 141712      |
| CD226 PerCp-Cy5.5 (clone10E5)               | Biolegend       | Cat# 128813      |
| Clec2 PE (clone 17D9/CLEC-2)                | Biolegend       | Cat# 146103      |
| TCRβ PB (clone H57-597)                     | Biolegend       | Cat# 109226      |
| CD3 APC (clone 17A2)                        | Biolegend       | Cat# 100236      |
| NK1.1 APC (clone PK136)                     | Biolegend       | Cat# 108720      |
| Ter119 APC (clone TER-119)                  | Biolegend       | Cat# 116212      |
| B220 APC (clone RA3-6B2)                    | BD Biosciences  | Cat# 561226      |
| CD19 APC (clone REA749)                     | Miltenyi Biotec | Cat# 130-111-884 |
| CD150 PE-Cy7 (clone TC15-12F12.2)           | Biolegend       | Cat# 115914      |
| Sca1 PB (clone D7)                          | Biolegend       | Cat# 108120      |
| c-Kit APC-Cy7 (clone ACK2)                  | eBioscience     | Cat# 47-1172-82  |
| CD48 AF488 (clone HM48-1)                   | Biolegend       | Cat# 103414      |

|                                                 |                        |                  |
|-------------------------------------------------|------------------------|------------------|
| CXCR4 APC (clone 2B11)                          | eBioscience            | Cat# 51-9991-80  |
| CD11b APC (clone M1/70)                         | Biolegend              | Cat# 101218      |
| MC-21                                           | Dr Mack M.             |                  |
| Podoplanin (clone 8.1.1)                        | BioXCell               | Cat# BE0236      |
| <i>InVivo</i> MAb polyclonal Syrian hamster IgG | BioXCell               | Cat# BE0087      |
| Ly6G Biotin (clone REA526)                      | Miltenyi biotec        | Cat# 130-116-512 |
| CD3 Biotin (clone REA641)                       | Miltenyi biotec        | Cat# 130-123-861 |
| B220 Biotin (clone REA755)                      | Miltenyi biotec        | Cat# 130-110-844 |
| NK1.1 Biotin (clone REA1162)                    | Miltenyi biotec        | Cat# 130-120-513 |
| Ter-119 Biotin (clone Ter-119)                  | Miltenyi biotec        | Cat# 130-120-828 |
| SiglecF Biotin (clone REA798)                   | Miltenyi biotec        | Cat# 130-112-329 |
| $\alpha$ -SMA                                   | Abcam                  | Cat# ab5694      |
| Goat anti Rabbit Cy3                            | Jackson ImmunoResearch | Cat# 111-165-003 |

### Chemicals

|                                         |                    |                  |
|-----------------------------------------|--------------------|------------------|
| DAPI                                    | Sigma              | Cat# D9542       |
| Phalloidin Texas Red                    | Invitrogen         | Cat# T7471       |
| PFA 4%                                  | VWR International  | Cat# 9713.1000   |
| Bovine serum Albumin (BSA)              | Sigma              | Cat# A7030       |
| Tamoxifen                               | Sigma              | Cat# T5648       |
| RPMI medium                             | Life Technologies  | Cat# 21875091    |
| DMEM medium                             | Life Technologies  | Cat# 11960044    |
| Collagenase A                           | Sigma              | Cat# 11088793001 |
| IHC Antigen retrieval solution          | eBiosciences       | Cat# 00-4955-58  |
| ImmunoHistoMount                        | Sigma              | Cat# I1161       |
| Thiazolyl blue tetrazolium bromide      | Sigma              | Cat# M2128       |
| Fetal bovine serum                      | Fisher Scientific  | Cat# 12350273    |
| Lysing buffer                           | BD Biosciences     | Cat# 555899      |
| L-Glutamine                             | Life Technologies  | Cat# 25030024    |
| Penicillin Streptomycin                 | Life Technologies  | Cat# 15070063    |
| Sodium Pyruvate                         | Life Technologies  | Cat# 11360039    |
| Free glycerol reagent                   | Sigma              | Cat# F6428       |
| <i>Power</i> SYBR™ green PCR Master Mix | Applied Biosystems | Cat# 4367659     |
| RIPA buffer                             | Cell signaling     | Cat# 9806        |
| Anti-Biotin MicroBeads                  | Miltenyi Biotec    | Cat# 130-090-858 |

### Critical commercial Assays

|                                                   |                    |                   |
|---------------------------------------------------|--------------------|-------------------|
| High-Capacity cDNA reverse transcription kit      | Applied Biosystems | Cat# 4368814      |
| CCL2 DuoSet ELISA                                 | R&D Systems        | Cat# DY479-05     |
| TNF-alpha DuoSet ELISA                            | R&D Systems        | Cat# DY410-05     |
| RNeasy Plus Mini Kit (250)                        | QIAGEN             | Cat# 74136        |
| Mouse CXCL12/SDF-1 DuoSet ELISA                   | R&D Systems        | Cat# DY460        |
| (Stromal Cell Derived Factor 1), Human, Elisa Kit | EUROMEDEX          | Cat# EH3755       |
| NEFA-HR2 R1 + R2 FUJIFILM                         | WAKO               | Cat# W1W270-77000 |
| Glucose dosage Kit                                | BioSentec          | Cat# 075          |
| Triglyceride dosage Kit                           | DiaSys             | Cat# 157109910021 |
| BrdU APC Staining Kit                             | ThermoFisher       | Cat# 8817-6600-42 |
| 0.4 $\mu$ m Cell culture Inserts 24 well format   | Falcon             | Cat# 353095       |

**Experimental models: Organisms/Strains**

|                                                                     |                        |                  |
|---------------------------------------------------------------------|------------------------|------------------|
| Mouse: C57BL/6-Tg(Adipoq-cre/ERT2)1Soff/J                           | The Jackson laboratory | JaxStock# 025124 |
| Mouse: B6.FVB-Tg(Ucp1-cre)1Evdr/J                                   | The Jackson laboratory | JaxStock# 024670 |
| Mouse: B6N.129S-Pnpla2 <sup>tm1Eek</sup> /J                         | The Jackson laboratory | JaxStock# 024278 |
| Mouse: B6.129P-Cx3cr1 <sup>tm1Litt</sup> /J                         | The Jackson laboratory | JaxStock# 008451 |
| Mouse: B6.Cg-Gt(ROSA)26Sor <sup>tm9(CAG-tdTomato)Hze</sup> /J       | The Jackson laboratory | JaxStock# 007909 |
| Mouse: C57BL/6NTac-Ccr2 <sup>tm2982</sup> (T2A-Cre7ESR1-T2A-mKate2] | Dr. Burkhard Becher    | N/A              |
| Mouse: CCR2 <sup>GFP</sup>                                          | Dr. Marco Colonna      | N/A              |
| Cell line : Mouse Embryonic Fibroblasts (MEFs)                      | ATCC                   | CRL-2907         |

**Accessories**

|                         |                   |                  |
|-------------------------|-------------------|------------------|
| StepOne                 | Applied Biosystem | N/A              |
| Thermo Cycler SimpliAmp | Applied Biosystem | N/A              |
| Nanodrop                | OZYME             |                  |
| MACS Multistand         | Miltenyi Biotec   | Cat# 130-042-303 |
| MACS LS Columns         | Miltenyi Biotec   | Cat# 130-042-401 |

**Softwares**

|                          |                                                                                   |     |
|--------------------------|-----------------------------------------------------------------------------------|-----|
| Prism6                   | GraphPad                                                                          | N/A |
| FlowJo                   | Tree Star                                                                         | N/A |
| Fuji                     | Fiji                                                                              | N/A |
| GENEsys                  | Syngene                                                                           | N/A |
| StepOne Software v.2.2.2 | Applied Biosystem                                                                 | N/A |
| Fiji                     | <a href="https://imagej.net/software/fiji/">https://imagej.net/software/fiji/</a> | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

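Single-cell RNA was measured in 1 library of CD45+ BAT cells from control mice and 1 from AdipoΔ/Δ mice. The authors counted UMIs per gene and barcode with Cell Ranger. The deposited values are raw counts without normalization, for more barcodes than the cells that the paper kept. All values in both libraries are whole numbers, and the smallest barcodes hold 501 and 503 UMIs. The sample labels give an age of 16 weeks, whereas the legend of Fig. 2 gives 7 to 8 weeks. The labels describe the control mice as vehicle-treated and of the floxed inducible-Cre genotype, whereas the text of Fig. 1 names C57BL/6 mice. The number of mice behind each library is not stated in the text, and both libraries carry replicate number 1 only.

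The comparisons, the mitochondrial rule, most of the alternatives, the marker lists, the metabolic lists and the rule for naming genes were set before the data were examined. Alternatives and tests chosen after seeing the data are named as such. Barcodes with at least 200 detected genes and at most 10% mitochondrial UMIs were kept. By the rule set for this, the limit of 10% replaced the 2% of the paper where less than 50% of the barcodes of a library pass 2%. Kept cells had a median of 1202 detected genes in the control and 1376.5 in the AdipoΔ/Δ library. Doublets were scored with Scrublet at an expected rate of 0.02 in Scanpy 1.11.5, and its few calls were not removed.

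Libraries were normalized with SCTransform (version 0.4.2, mitochondrial share regressed out) and integrated by anchors in Seurat 5.3.0 under R 4.3.3. Of 2000 features, those that the paper names were dropped. Neighbor graphs used 20 principal components, and clusters were found at a resolution of 1.0. Each cluster was scored for lists of 5 to 10 marker genes. The scoring rule is a second version. The first, on folds of summed counts, left the B cell-like and matrix clusters unnamed. The thresholds of the second version were set after seeing the data: at least 3 markers detected in at least 10% of cells, and a score of at least 0.5 for a macrophage subset. The matrix cluster counts as macrophage-like through its subset list and at least 3 detected macrophage markers. The cluster without a subset scored 0.37 for macrophages, and it was not named with at least 500 detected genes or with a mitochondrial limit of 5%. At a resolution of 2.0, a cluster of 58 control and 66 AdipoΔ/Δ cells, also led by *Aif1* and *H2-Ab1*, was unnamed. Clusters kept out of every class made up 3.77% of control and 6.60% of AdipoΔ/Δ cells.

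Shares of cells carry Clopper-Pearson intervals and summed UMIs Poisson intervals, computed with SciPy 1.17.1. Ratios of 2 sums carry conditional binomial intervals. With 1 library per condition no p-value, standard error or count of changed genes was computed. Shares of cells with a UMI were also taken after thinning each cell to 1000 UMIs. For the lipid genes, both libraries were weighted to the shares of the subsets in the UMIs of both libraries together, with intervals from 20000 draws. The genes named in the text are those that the paper names, the checks on sex, genotype and receptors, and 5 genes per side with the largest ratios among genes with at least 100 UMIs in the class. Outside this rule, the leading genes and marker genes of clusters, the haemoglobin genes and the adipocyte list are named. Of these, the macrophage markers, *Plac8* and the haemoglobin genes given with values were chosen after their values were seen. Leading genes of clusters were the 10 top-ranked markers of each. The metabolic lists were compared with 10000 random lists drawn from 20 bins of mean level, over genes with at least 10 UMIs. A list of 9 adipocyte transcripts served to measure free adipocyte RNA.

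The ratios and list percentiles were tested on simulated Poisson counts drawn from the summed profile of the macrophage-like cells of both libraries. Variation between cells was not simulated. Coverage near 95% was thus built in and says nothing about spread between cells. Over 5131 genes, of which 200 were changed, the 95% intervals held the true ratio for 96.2% of genes, and the median error was 0.01 on the log2 scale. All alternatives varied 1 choice at a time: the mitochondrial limit, the minimum of detected genes, doublets, features, resolution, number of components, integration, scaling, thinning, weighting, denominator and the distance behind the tree. Slingshot and the Hallmark, KEGG and PID sets were not available and were replaced as described beside the results. Reads, cell surface proteins and flow cytometry were not part of the deposited counts and were left out.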

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

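The tests on haemoglobin RNA, on the ILC2-like cells and on dividing T cells were chosen after the result was seen, and those on *Spp1* and *Gdf3* before. Each result below is a signal in genes or cells that the paper does not report. The *Pnpla2* deletion, tamoxifen itself and any other difference between the libraries stay open and untested in every case.

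Haemoglobin transcripts (*Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*) were found in 19.6% (18.0 to 21.3) of control and 3.62% (2.85 to 4.53) of AdipoΔ/Δ cells. Sequencing depth was argued against, because the shares stayed apart after thinning to 1000 UMIs, at 7.26% and 1.08%. More free red cell RNA in the control suspension remains a candidate explanation. Before filtering, barcodes with over 20% haemoglobin UMIs were 0.307 times as frequent in the AdipoΔ/Δ library (0.129 to 0.658). The large classes of the control library had a haemoglobin UMI in a like share of their cells, from 15.0% to 20.8%. The ILC2-like cells were an exception, at 65.8%. Of the 11731 haemoglobin UMIs in kept control cells, 10948 were in B cell-like cells.

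In macrophage-like cells, *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had 0 UMIs in control and 567 in AdipoΔ/Δ mice, or 145 CPM (134 to 158). Against a floor of 3 control UMIs this is 43.0-fold higher, and the lower counting limit of the ratio is 34.9. The fold pools subsets whose shares differ between libraries. The lipid-associated subset held 484 of the 567 UMIs, and its total was 28300 UMIs in control and 1037216 in AdipoΔ/Δ mice. Within that subset the lower limit was 3.57, and in cells without a subset 8.22. In M2-like and matrix cells it was below 1, at 0.536 and 0.509. *Gdf3* (ENSMUSG00000030117, chromosome 6, 122605403 to 122610087) had 3 and 291 UMIs, or 74.7 CPM in AdipoΔ/Δ mice, a ratio of 22.1 (7.49 to 108). *Spp1* was also 1 of the markers in the lipid-associated list. The 5 richest macrophage-like cells held 46.6% of the *Spp1* and 26.5% of the *Gdf3* UMIs, so a few cells did not hold most of them, although the *Spp1* share came close. Free RNA as the whole cause was argued against by T cell-like cells of AdipoΔ/Δ mice, at 0.746 CPM of *Spp1*. NK cell-like cells of these mice were at 47.3 CPM (36.2 to 60.7). They are no gauge of free macrophage RNA, because those of the control library, whose macrophages had no *Spp1* UMI, were at 35.1 CPM. *Spp1* was highest in the lipid-associated subset, at 467 CPM, and *Gdf3* was at 169 CPM there.

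A cluster of 65 cells, 38 control and 27 AdipoΔ/Δ, matched 3 of 7 ILC2 markers. Their median depth was 3426 UMIs, against 3527 UMIs in T cell-like cells. This does not exclude doublets, because the median was 1834.5 UMIs in B cell-like cells, and a pair of shallow cells would reach a like depth. The next-best list for the cluster was that of erythroid cells, with a score of 0.32 against 0.71, and 65.8% of its control cells had a haemoglobin UMI. Single cells and doublets, or cells mixed with red cells, cannot be told apart here, since depth decides neither. Only 3 of the markers were detected, so the name rests on few genes.

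A UMI of *Mki67*, *Ccna2* or *Top2a* was found in 11.1% of AdipoΔ/Δ and 1.41% of control T cell-like cells. Depth was argued against by a ratio of 7.72 (1.68 to 71.7) after thinning to 2000 UMIs, although at 1000 UMIs the ratio of 5.10 had an interval from 0.971 to 50.3. Free RNA of dividing cells as the whole cause was tested on classes of AdipoΔ/Δ mice with lower shares before thinning. These were neutrophil-like cells, at 0.585% (0.0148 to 3.22), and monocyte-like cells, at 2.61% (1.36 to 4.51), with median depths of 2695 and 3035 UMIs against 3723 UMIs in T cell-like cells. Other classes rose as well, NK cell-like cells from 2.90% to 8.72% and dendritic cell-like cells from 0% to 7.50%. After thinning to 1000 UMIs, the intervals of AdipoΔ/Δ T cell-like cells (1.28% to 6.42%) and NK cell-like cells (0.142% to 4.16%) overlapped. Those of neutrophil-like (0.0163% to 3.54%) and monocyte-like cells (0.410% to 2.91%) overlapped that of T cell-like cells as well. At 2000 UMIs, the interval of T cell-like cells (3.07% to 10.6%) again overlapped those of neutrophil-like (0.0224% to 4.83%) and monocyte-like cells (0.931% to 4.69%). The rise is thus not specific to T cells. Free RNA as the whole or part of it stays open, because the intervals overlap at matched depth.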

How the results depend on the processing

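Among the alternatives, those that left out the lipid-associated subset, added dividing cells, left out cells without a subset or removed the highest doublet scores were chosen after seeing the data. No paired analysis was possible because both libraries carry replicate number 1 only. Over all results, 236 alternative values were computed, of which 187 stayed close to the reported value, 43 moved away and 6 reversed. A value counted as close within the counting interval or, for a count of genes or classes, within 1.5 times the reported count.

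The lower share of B cell-like cells held in its 12 alternatives, with ratios from 0.340 to 0.449. For T cell-like cells the ratio ranged from 0.734 to 0.912 and for NK cell-like cells from 0.885 to 1.04. The macrophage ratio stayed above 1 in 13 alternatives. It was 2.10 with a mitochondrial limit of 2%, 4.10 with at least 500 detected genes, 4.02 at a resolution of 2.0 and 4.26 with the libraries merged without integration. The monocyte ratio was 0.636 with merged libraries. With the limit of 2%, 6 of 9 classes had a higher share in AdipoΔ/Δ mice, against 2, and the neutrophil ratio reversed to 1.19. That limit kept 1306 control and 889 AdipoΔ/Δ cells. A limit of 5% kept 2068 and 1701, no limit 2529 and 2325, and at least 500 detected genes 2046 and 1805, which follows from the filters. Beyond this the cause was not tested.

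Of the 70 values of single lipid genes, 46 stayed within their interval, 20 moved, 10 of them upward, and 4 reversed. *Fabp4* and *Fabp5* reversed to 2.21 and 2.10 without weighting and to 3.68 and 3.44 with the lipid-associated subset left out. The ratios of *Plin2*, *Cd36*, *Trem2* and *Lpl* stayed above 1 in their 10 alternatives, with lowest values of 1.44, 1.60, 2.23 and 2.20. The weighted ratio of *Lipa* was 1.25 (0.962 to 1.61). It fell to 0.953 with a mitochondrial limit of 5% and to 0.972 with merged libraries. In its other alternatives it stayed above 1, up to 2.68 without weighting. *Clec10a* in the M2-like subset reversed to 1.22 with the CPM averaged over cells and was 0.874 with merged libraries. *Mrc1* was at 1.38 with merged libraries and at 0.839 with a mitochondrial limit of 5%. The cause was not tested.

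The percentile of the fatty acid list in macrophage-like cells ranged from 98.6 to 100 and in monocyte-like cells from 0 to 1.85. Macrophage-like cells with a proliferation gene fell to 1.66% in AdipoΔ/Δ mice after thinning to 1000 UMIs, to 3.34% after thinning to 2000 UMIs, where the control share was 2.99%, and to 2.73% with at least 2 UMIs, as fewer UMIs per cell counted. With dividing cells added, the shares were 5.77% in control and 9.21% in AdipoΔ/Δ mice. In the tree, the M2-like cluster came 1 step from the root with merged libraries, for which the cause was not tested. The control library alone gave no distance to the lipid-associated cluster, whose 12 control cells were below the minimum of 20. The 28300 UMIs of these cells limit every control value of that subset.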

Differences from the paper's values

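No value stated in the text or read from Fig. 2E differed by more than 1.5 times under the reported setting. The filters kept 2279 control and 2016 AdipoΔ/Δ cells. Under the mitochondrial limit of 2% that its methods give, an alternative set before the data were examined, 1306 and 889 cells were kept, which is below the paper's numbers. At a resolution of 1.0 and with 20 principal components, the paper found 17 clusters, which it merged to 13 for display, against 19 here. A mitochondrial limit of 5% gave 17 clusters, and a resolution of 0.5 gave 13.

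The paper states that the populations of B, T and NK cells were not affected. For B cell-like cells, the ratio of shares was 0.408 over all cells, and none of its 12 alternatives brought it above 0.449. With denominators not counted among these, it was higher but still below 1. It was 0.525 among cells other than macrophages and 0.582 (0.456 to 0.739) among T cell-like, B cell-like and NK cell-like cells. Fig. 2E itself shows about 11% and about 4.6%, read by eye.

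Of the 13 genes named for macrophage clusters, 10 in the control and 12 in the AdipoΔ/Δ library were highest in the assigned subset. The lipid genes were assigned to the lipid-associated subset alone. The tally is no independent test of the paper, because the subset marker lists came in part from gene names printed beside Fig. 1C. The exceptions include matrix genes. *Mmp12* was higher in lipid-associated than in matrix cells in both libraries, with 0 UMIs in control matrix cells, and *Mmp19* was so in the control library. For *Clec10a* in M2-like cells, which in the paper did not appear diminished, the ratio was 0.703. It was 0.874 with merged libraries, where the interval of 0.737 to 1.04 includes 1, and 1.22 with the CPM averaged over cells. In the other alternatives it lay between 0.598, with a mitochondrial limit of 5%, and 0.709.

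The model of the paper ends in its matrix and M2-like clusters and places both remaining macrophage clusters between these and Ly6C high monocytes. In the tree, the M2-like, matrix and lipid-associated clusters were all ends, and the cluster between them and Ly6C high monocytes was the one without a subset. With the libraries merged without integration, the M2-like cluster was instead next to the root. The lipid-associated cluster and the cluster without a subset both hung on it. *Fabp4* and *Fabp5*, drawn in Fig. 2H, had weighted ratios of 0.402 and 0.296. Without weighting these were 2.21 and 2.10, and with the lipid-associated subset left out, chosen after seeing the values, 3.68 and 3.44.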

Other observations

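The tests on B cell-like cells, complement genes and lipid genes were chosen after the result was seen, as was the comparison of *Pnpla2* with T cells. The tests on shallow barcodes and on the spread of *Pnpla2* UMIs over neutrophils were set earlier. The *Pnpla2* deletion and tamoxifen itself stay open and untested explanations for each difference between the libraries.

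For the lower B cell-like share, dilution by macrophages was argued against by a ratio of 0.525 (0.411 to 0.666) among the remaining cells. More blood cells of all types in the control suspension as the whole cause was argued against by Ly6C low monocyte-like cells, at a ratio of 1.21 (1.03 to 1.42). Of their clusters, the one led by *Ace* was at 1.35 (1.12 to 1.62) and the one led by *Gngt2* at 0.869 (0.616 to 1.22). Ly6C high monocyte-like cells, at 0.680 (0.565 to 0.816), and neutrophil-like cells, at 0.791 (0.653 to 0.956), were lower as the B cell-like cells were. More blood in the control suspension thus stays open as part of the difference. More naive lymphocytes of all kinds were argued against by the T cell-like cluster with the highest level of 5 naive lymphocyte genes (2042 CPM), at a ratio of 1.10 (0.747 to 1.61). The cluster next to it (1859 CPM) was lower, at 0.631 (0.484 to 0.817), so a difference in part of the naive lymphocytes stays open.

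Shallow barcodes taken for macrophages were argued against, because among the 1659 control and 1462 AdipoΔ/Δ cells with at least 2000 UMIs the macrophage ratio was 3.55 (2.91 to 4.34). More blood in the control suspension, left open above for B cell-like cells, would also lower the control macrophage share. Its part in the macrophage ratio was not tested.

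The 3 complement genes together were at 227 CPM (207 to 249) in monocyte-like cells of AdipoΔ/Δ mice, against 43.4 CPM (32.8 to 56.4) in NK cell-like cells, so free RNA as the whole cause was argued against. Cells with at least 5 such UMIs, 8 in number, held 70.8% of them. Without these, the level was 69.3 CPM (58.1 to 82.0). In other classes without such cells it was lower, at 31.9 CPM (22.9 to 43.2) in NK cell-like and 38.8 CPM (29.0 to 50.9) in T cell-like cells. It was 47.6 CPM (30.2 to 71.4) in neutrophil-like and 51.0 CPM (26.4 to 89.1) in B cell-like cells. A few macrophage-like cells or doublets on top of free RNA and a low level in monocytes cannot be told apart. In CPM, the remaining monocytes lay above NK cell-like and T cell-like cells, while their interval overlapped those of neutrophil-like and B cell-like cells. Depth differed as well, with medians of 2940 UMIs in these monocytes and 6479 UMIs in the NK cell-like cells. A complement UMI was found in a like share of both, 23.2% and 21.1%.

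For the lipid genes of AdipoΔ/Δ macrophages, free adipocyte RNA was argued against by *Adipoq* at 0.257 CPM and *Ucp1* (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) at 1.28 CPM. Of the adipocyte list over all cells, *Cfd* had 7 control and 27 AdipoΔ/Δ UMIs, *Plin1* 6 and 5, *Cidea* 6 and 7, *Cidec* 4 and 1, *Cox7a1* 16 and 59, *Car3* 28 and 28, and *Plin4* 3 and 8. Free RNA of lipid-rich macrophages was argued against by *Lpl* at 70.5 CPM (56.8 to 86.6) in NK cell-like cells, against 3054 CPM in macrophage-like cells. The lower weighted *Fabp4* and *Fabp5* may come from the few lipid-associated control cells, since without that subset the ratios were 3.68 and 3.44.

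In neutrophil-like cells, *Pnpla2* was at 49.7 CPM in control and 124 CPM in AdipoΔ/Δ mice, a ratio of 2.50 (1.70 to 3.69). A difference in scale or free RNA was argued against by ratios of 1.23 (0.795 to 1.91) in T cell-like cells and 1.14 (0.992 to 1.3) over all cells. The 3 richest neutrophil-like cells held 19.7% of the UMIs.

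Among 5131 macrophage genes with enough UMIs, the highest ratios besides *Spp1* and *Gdf3* were those of *Nes* (2 and 140 UMIs, 15.9, 4.33 to 133), *Mmp12* (13.7) and *Igf2r* (13.4). The lowest were *Gm9733* (0.0670), *Plac8* (0.108), *Hp* (0.118), *S100a9* (0.120) and *Mcemp1* (0.141). These ratios pool the macrophage-like subsets without weighting. Of the 1686 control *Plac8* UMIs, 1618 were in the 85 cells without a subset, so this fall rests on cells with low levels of several macrophage markers. *Plac8* and *Gm9733* were also leading genes of the Ly6C high monocyte-like cluster, and *Hp* was among the markers that named it. The low ratios of these genes do not show a fall within macrophages. *Mmp12* went from 1413 to 1026 CPM in the lipid-associated subset and from 0 to 887 CPM in the matrix subset. The *S100a9* ratio was also low in T cell-like (0.194) and NK cell-like cells (0.239), so its fall is not specific to macrophages. It was 0.741 in neutrophil-like and 1.05 in monocyte-like cells. Among 5551 monocyte genes, the highest were *C1qa* (30.0), *Pf4* (19.1), *C1qc* (14.5), *C1qb* (12.7) and *Gdf3* (9.91), and the lowest *Apoc1* (0.361), *Prtn3* (0.426), *Rpl36a-ps1* (0.431), *Hist1h1e* (0.454) and *Wdr89* (0.456). *Rpl36a-ps1* and *Wdr89* were also lower in T cell-like (0.369 and 0.399), NK cell-like (0.440 and 0.467) and macrophage-like cells (0.410 and 0.533). Their falls are thus not specific to monocytes, although *Wdr89* was at 0.967 in neutrophil-like cells, from 13 UMIs. Over all cells, *Cx3cr1* was at 78.3 and 78.8 CPM, *Ccr2* at 565 and 536 CPM, and *Clec1b* had 6 and 10 UMIs.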
